# Variability in intrinsic promoter strength underlies the temporal hierarchy of the *Caulobacter* SOS response induction

**DOI:** 10.1371/journal.pbio.3003557

**Published:** 2025-12-04

**Authors:** Aditya Kamat, Asha Mary Joseph, Deeksha Rathour, Anjana Badrinarayanan

## Abstract

Bacteria encode for gene regulatory networks crucial for sensing and repairing DNA damage. Upon exposure to genotoxic stress, these transcriptional networks are induced in a temporally structured manner. A case in point is of the highly conserved SOS response that is regulated by the LexA repressor. Studies have proposed that affinity of LexA towards promoters of SOS response genes is the primary determinant of its expression dynamics. Here, we describe an additional level of regulation beyond LexA box properties that modulates the SOS response gene expression pattern. Using transcriptomic analyses, we reveal a distinct temporal hierarchy in the induction of SOS-regulated genes in *Caulobacter crescentus*. We observe that LexA box properties are insufficient in predicting the temporal hierarchy of these genes. Instead, we find that intrinsic promoter strength underlies the order of gene activation, with differential sigma factor association as one of the factors modulating gene expression timing. Our findings highlight a novel regulatory layer in SOS dynamics and underscore the importance of promoter properties in shaping bacterial stress responses.

## Abstract 2

The bacterial SOS response unfolds in a defined temporal order, but the determinants of this hierarchy are unclear. This study shows that intrinsic promoter strength, modulated in part by sigma factor usage, governs the timing of SOS gene activation in Caulobacter.

## Introduction

The SOS response is a highly conserved bacterial stress response that is activated by a wide range of DNA-damaging agents. The damage-inducible nature of the SOS gene network emerges from the regulatory interplay of two proteins, RecA (activator) and LexA (repressor) [1]. In the absence of DNA damage, promoters of genes under SOS regulation are bound and repressed by LexA [2]. Under DNA damage, a RecA nucleoprotein filament formed on single-stranded DNA triggers the rapid auto-cleavage of LexA, resulting in de-repression and induction of SOS response genes [3–5].

The SOS paradigm is best studied in *Escherichia coli*, which constitutes over 50 genes, many of which are involved in enabling cell survival under genotoxic stress [6,7]. These include diverse mechanisms that repair or reverse DNA damage as well as regulators of cell cycle progression [8]. Precise regulation of the SOS response is essential due to the costs associated with expression of mutagenic error-prone translesion polymerases, toxin-antitoxin systems, and prophages that are also induced when this response is activated [9–12]. Despite the possible fitness costs, the response is important for enabling immediate stress tolerance [13–15] and long-term evolutionary adaptations to a variety of growth environments [16–18].

Several studies over the past years have provided seminal insights into two key features of the SOS response and its regulation via LexA: (i). Temporal hierarchy: SOS response genes exhibit hierarchy in the time taken to reach peak promoter activity, with high-fidelity repair mechanisms peaking earlier as compared to low-fidelity (error-prone) mechanisms [6,19]. Based on this, previous studies suggest a “just-in-time” transcription model for the *E. coli* SOS response timing which mitigates the mutagenic cost of the response via a delay in maximal promoter activity of these genes [19,20]. According to just-in-time transcription [21,22], expression of various genes within a single regulon is temporally separated in a manner that ensures the induction of certain genes only at specific times, likely to avoid any pleiotropic costs. This phenomenon, observed only at high doses of UV damage, has been attributed to the differential binding affinity of LexA towards promoters of the SOS response genes at specific sequences termed “LexA box” [19]. (ii). Spontaneous activation: The SOS response is inherently leaky, and pulses of SOS gene expression occur throughout the population even in the absence of genotoxic stress. This intrinsic leakiness in the absence of DNA damage can be attributed to variability in spontaneous LexA cleavage across the bacterial population [23], also contributing to heterogeneity in SOS gene expression.

While “just-in-time” transcription organization [21,22,24] is an elegant method for distributing costs, it is unclear if this is applicable in other bacterial systems, and whether LexA/LexA box properties alone are sufficient to fully capture the complexities of gene expression under the SOS response. Indeed, some studies have also implicated other factors in shaping the SOS response dynamics. For example, post-induction, SOS response shows an oscillatory/ pulsatile behavior in single cells that appears to be modulated by products of the *umuDC* operon that constitute the mutagenic polymerase UmuD′_2_C in *E. coli* [25]. More recently, cell growth and division rates have been shown to contribute the SOS gene expression heterogeneity, resulting in sub-populations with distinct SOS expression levels and associated growth dynamics [26].

Here, we study the temporal dynamics of the genes that are induced under the *Caulobacter crescentus* SOS response under persistent, sub-lethal doses of DNA damage which allows us to estimate gene expression induction times. We find that genes belonging to the *Caulobacter* SOS response display temporal hierarchy in their time of induction. Our computational analyses reveal that LexA/ LexA box properties do not influence this hierarchy. Instead, we implicate intrinsic promoter strength as a determinant of temporal variation observed in the induction time of the SOS response genes. Our work suggests a role for differential sigma factor affinity as one of the factors shaping the promoter activity and hence, tuning the hierarchy of SOS response induction. This raises the possibility of context-dependent modularity in the SOS response timing that emerges from variation in sigma factor abundance. Together, our work uncovers a simple regulatory feature that influences the timing of the *Caulobacter* SOS response to DNA damage.

## Results

### Comparative analysis of the *Caulobacter* SOS response under mitomycin-C damage

The *Caulobacter* SOS response has been well-studied [27,28], thus providing an excellent framework for us to evaluate any temporal hierarchies that may be present in gene expression. Towards this, we first carried out an RNA-sequencing experiment with *Caulobacter* cells exposed to a sub-lethal dose (0.25 µg/ml) of mitomycin-C (MMC), a potent inducer of DNA damage (intra-strand crosslinks and DNA mono-adducts) (S1A Fig). We collected samples at 0 min (control), and at 20 and 40 min post-MMC exposure (Fig 1A). Our experimental design was aimed at capturing gene expression induction dynamics, and hence based on the following rationale: (A) At this concentration and time of damage exposure *recA* is essential, while survival of wild type cells is not perturbed. (B) Previous studies have shown that the induction of many SOS genes occurs rapidly and peaks by 40–60 min after exposure to DNA damage. Expression also begins to fall after this peak, a characteristic pattern observed for the SOS response [28,29]. It is possible recovery kinetics additionally contribute to the overall transcriptomic profile at later time points. To ascertain the proportion of genes directly under the SOS response, we set three criteria: 1. Genes regulated by LexA should be induced (de-repressed) in the absence of the LexA repressor even without DNA damage, 2. Gene expression should be dependent on RecA in the presence of damage, and 3. Gene promoter regions should be bound by LexA. For testing the first criteria, we made use of a *ΔlexA*Δ*sidA* background, where the gene that encodes for SOS-induced cell division inhibitor (SidA) is also deleted [28]. 

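RNA-seq counts of *ΔlexA*Δ*sidA* cells without damage were analysed from 2 replicates, beside 2 replicates of *ΔrecA* cells collected at 0 min of MMC. RecA activates the cleavage of LexA, so without RecA it is not cleaved by this route. Wild type libraries were not analysed here, and a fold change of *ΔlexA*Δ*sidA* is therefore given against undamaged *ΔrecA* cells, which is another contrast than the paper's change from wild type. The counts summed to 75032784 and 79647295 in the *ΔlexA*Δ*sidA* libraries and to 35907081 and 46630567 in the *ΔrecA* libraries. Genes for ribosomal RNA, which had been depleted before library preparation, still held 75.9% of the counts in both *ΔlexA*Δ*sidA* libraries, and 77.5% and 81.5% in *ΔrecA*. The deleted gene *recA* had 169566 and 178629 counts in *ΔlexA*Δ*sidA*, against 658 and 1654 in *ΔrecA*. The authors mapped reads to the NA1000 genome with BWA, removed multiply mapped reads with Samtools, counted reads per gene with Bedtools, and deposited raw counts and FPKM values. The counts were tested here with edgeR's quasi-likelihood test, with all 8 libraries of both strains in 1 fit. A gene was called higher or lower at a Benjamini-Hochberg adjusted p under 0.05, and induced by the study's own criteria on log2FC, p-value and FDR. The paper says that these conditions were repeated 2 times without saying whether the cultures were separate, so the p-values measure the spread between these libraries, which may be technical.
Of 4095 genes tested, 522 were higher and 614 lower in *ΔlexA*Δ*sidA* than in *ΔrecA*, and 195 were induced. On the deposited FPKM scale, which divides by a total that includes ribosomal RNA, the median gene moved up by 0.44 (log2) and the split became 2184 higher and 125 lower with limma. Without *ΔlexA*Δ*sidA* replicate 1 the counts were 210 and 164, without *ΔlexA*Δ*sidA* replicate 2 they were 221 and 184, and without *ΔrecA* 0 min replicate 2 they were 817 and 895, with 339 induced.
One region had almost no counts in *ΔrecA*. From *ccna_02773* to *ccna_02826* (2932755 to 2982131 on the NA1000 chromosome), 55 of 59 annotated features had at most 5 counts each over all 6 *ΔrecA* libraries, with and without MMC, and 39 of them had none. The same 55 features held 145817 counts in the 2 *ΔlexA*Δ*sidA* libraries. *ccna_02805*, for example, had 14889 counts there and none in undamaged *ΔrecA*, and was at least 1930-fold higher against a floor of 3 counts over both *ΔrecA* libraries. The genes next to the region, *ccna_02772* and *ccna_02827*, kept counts in *ΔrecA* and had log2FC of 0.69 and 1.08 in *ΔlexA*Δ*sidA*. Without the features of this kind, a comparison chosen after seeing the data, 454 genes were higher, 607 lower and 139 induced.

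**Figure D1:**
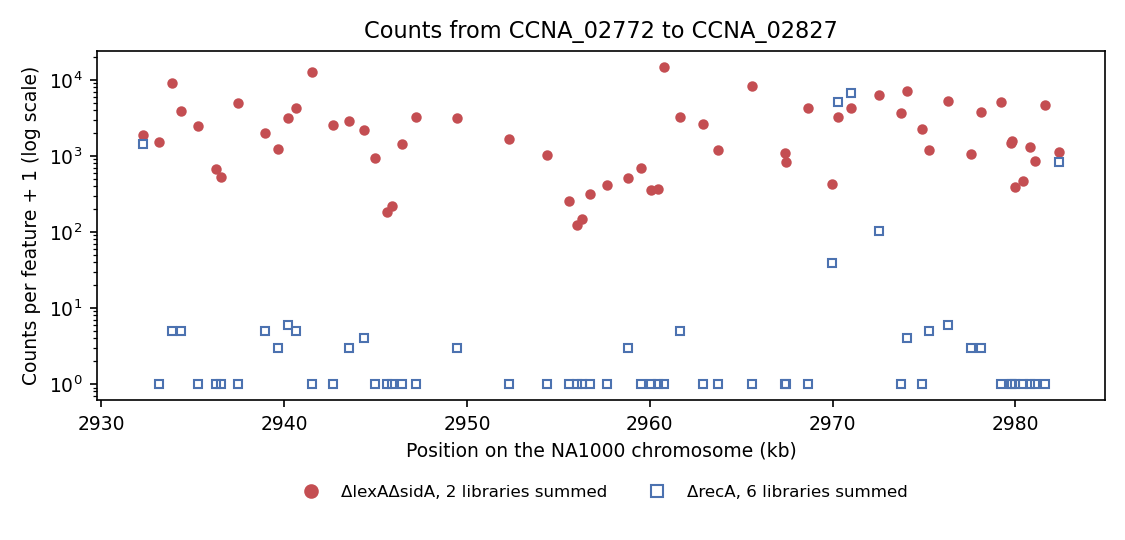
Counts per annotated feature plus 1 (log scale) against the feature's midpoint on the NA1000 chromosome in kb, from *ccna_02772* to *ccna_02827*. Filled circles are the sum of the 2 *ΔlexA*Δ*sidA* libraries and open squares the sum of the 6 *ΔrecA* libraries. The squares lie at 5 counts or fewer for 55 of the 59 features inside the region, and *ccna_02812*, *ccna_02813*, *ccna_02814* and *ccna_02815* keep 38, 5037, 6731 and 101 counts.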

A cell devoid of *lexA* (*ΔlexA*) exhibits extreme filamentation due to constitutive expression of *sidA*, while *ΔlexA*Δ*sidA* strain background does not yield filamentous cells and significantly rescues the growth phenotype of the *ΔlexA* strain [27,28].

**Fig 1:**
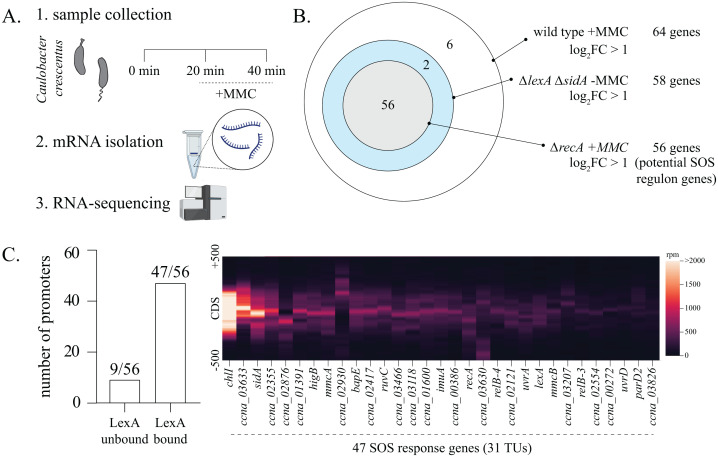
Comparative analysis of the *Caulobacter* SOS response under mitomycin-C damage. **(A)** Schematic summarizing the RNA-sequencing experiment. *Caulobacter* cells were treated with 0.25 μg/ml mitomycin-C for 20 and 40 min (*Created in BioRender. Badrinarayanan, A. (2025) https://BioRender.com/grydsln*). Samples were collected for transcriptomic analysis before (0 min, control), and at 20 and 40 min post damage induction. **(B)** Venn diagram representing the genes that meet the listed criteria: 1. Genes induced in wild type cells under MMC damage at 40 min (white circle). 2. Genes induced in *ΔlexA* in the absence of damage (blue circle). 3. Genes not induced in *ΔrecA* background under MMC damage at 40 min (gray circle). Genes fulfilling all three criteria are in the gray circle. Number of genes in each category is indicated. **(C)** [Left] Bar graph indicating whether promoters of the shortlisted genes exhibit binding by the LexA protein as assessed from ChIP-seq analysis [10]. [Right] LexA ChIP-seq profile for genes belonging to the SOS response. Normalized reads (in rpm) are represented for 500 bp upstream and downstream of the gene CDS. The underlying data are available in S1 Data. ChIP-seq data were obtained from the GEO database (GSE76721) [10].

At 20-min post-MMC treatment, we observed that 27 genes exhibited increased expression (log_2_FC > 1, *p*-value < 0.01, FDR < 0.1) (S4 Table). At 40 min of MMC treatment, this number increased to 64. Out of the 64 genes induced under MMC damage, 58 were found to be under LexA repression, since they were induced in the *ΔlexA*Δ*sidA* background even in the absence of DNA damage (Fig 1B, S4 Table). 

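Of the 58 genes, 55 are intact in both strains compared here, and 52 of these were higher in *ΔlexA*Δ*sidA* than in undamaged *ΔrecA* and met the criteria for induction. *imuA* and *imuB*, which act with the error-prone polymerase DnaE2, had the largest log2FC of the 55, 9.24 (SE 0.26, adjusted p = 4.86e-07 from edgeR) and 6.75 (SE 0.44), and *dnaE2* had 4.51. The *imuB* value rests on 1.47 ± 0.965 TMM-normalized CPM (SD, n = 2) in *ΔrecA*, and its rank above *ccna_03118* was not tested. In TMM-normalized CPM, the *imuA* gene (3497932 to 3498732) went from 0.750 ± 0.347 (SD, n = 2) in *ΔrecA* to 442 ± 5.07 (SD, n = 2) in *ΔlexA*Δ*sidA*. All 11 measured genes of recombination and excision repair were higher, among them *ruvC* (1.82) and *uvrD* (1.78), and so were all 8 genes of toxin-antitoxin pairs, among them *higB* (3.93) and *relE3* (2.86). *ccna_03118* had a log2FC of 6.42 (SE 0.21) and *mmcA*, of the glyoxalase family, 5.00 (SE 0.12). The median over the 55 genes was 3.05.
The other 3 genes were lower in *ΔlexA*Δ*sidA* than in *ΔrecA*. *ccna_01980*, which lies beside *lexA*, had a log2FC of -1.68 (SE 0.12, adjusted p = 6.32e-05 from the same test), *ccna_02610* of -1.09 (SE 0.13, adjusted p = 6.98e-04) and *ccna_02396* of -0.72 (SE 0.16, adjusted p = 0.0149). Against wild type, the paper gives log2FC of 1.03, 1.58 and 1.96 for the same genes in that order. The reference differs, so the values here do not show a lack of de-repression without LexA. The call of *ccna_02396* was lost without *ΔlexA*Δ*sidA* replicate 1 (adjusted p = 0.0798), without *ΔlexA*Δ*sidA* replicate 2 (adjusted p = 0.100) and on the FPKM scale. Of the 9 genes of the 58 whose promoters the paper lists as not bound by LexA, 8 were higher and *ccna_01980* was lower. The same 52 and 3 calls were made when adjusted over the list alone, but the study chose the 58 genes partly on these *ΔlexA*Δ*sidA* libraries, so their direction here is not independent evidence.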

Genes *sidA* and *lexA* did not exhibit induction in the *ΔlexA*Δ*sidA* background due to poor coverage resulting from their deletion. However, these genes have been previously shown to be under LexA regulation and were thus included in the list of 58 genes de-repressed in the absence of *lexA* [27].

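The *lexA* gene (2123444 to 2124148) had 42 and 44 counts in the *ΔlexA*Δ*sidA* libraries, against 1394 to 1969 in the 6 *ΔrecA* libraries. Its FPKM was 0.795 and 0.785 in *ΔlexA*Δ*sidA*, and 55.1 and 50.4 in *ΔrecA* at 0 min. The *sidA* gene (2152374 to 2152463), an open reading frame of 90 bp, had 15 and 11 counts in *ΔlexA*Δ*sidA* and 114 to 231 in *ΔrecA*. Both genes were left out of the counts of de-repressed genes, as was *recA*, which is deleted in *ΔrecA*.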

We corroborated these observations by assessing whether these genes were regulated by *recA* as well. 

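For this comparison, *ΔrecA* cells were collected before MMC and after 20 and 40 min with 0.25 µg/ml MMC, in 2 replicates per time point. The counts summed to 50457119 and 47216878 at 20 min and to 49297284 and 47912419 at 40 min. Ribosomal RNA genes held 80.5% to 82.1% of the counts in these 4 libraries. The *recA* gene (1245163 to 1246233) kept 658 to 2094 counts in the 6 *ΔrecA* libraries, which are FPKM values of 17.1 to 40.8 where the median gene of these libraries had 19.1 to 20.9. Its log2FC in *ΔrecA* is not read as expression of an intact gene. *ΔrecA* 0 min replicate 1 stood apart from the other libraries. The transfer-messenger RNA *ssrA* held 0.0393% of its counts, against 0.123% in *ΔrecA* 0 min replicate 2 and 0.132% to 0.148% at 20 and 40 min. The chi-square of the counts per degree of freedom between replicates was 234 at 0 min, 40.1 at 20 min and 37.0 at 40 min, so no pair of replicates was a single library deposited again. Both later times were compared with 0 min in the fit of all 8 libraries described for *ΔlexA*Δ*sidA*, in which the biological coefficient of variation was 14.9%.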

We observed that MMC-dependent induction of 56 out of 58 LexA-regulated genes was abolished in a *ΔrecA* background (Fig 1B, S4 Table). 

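After 40 min of MMC, 2 of the 58 LexA-regulated genes met the criteria for induction in *ΔrecA* cells and 56 did not. The median log2FC of the 58 genes was 0.16. *imuA* had a log2FC of 0.26 (SE 0.28, adjusted p = 0.765 from edgeR's quasi-likelihood test), with 0.872 ± 0.0985 CPM at 40 min (SD, n = 2). Without *ΔrecA* 0 min replicate 2 its log2FC was -0.19 and without *ΔrecA* 0 min replicate 1 it was 0.77. The 2 induced genes were *ccna_02396* (2538661 to 2539389), with a log2FC of 1.40 (SE 0.16, adjusted p = 0.00966), and *ccna_02610* (2756849 to 2757226), with 1.25 (SE 0.13, adjusted p = 0.00609). *ccna_02396* went from 27.4 ± 1.60 to 72.4 ± 17.5 CPM and *ccna_02610* from 20.4 ± 0.665 to 48.7 ± 8.34 (SD, n = 2 each).
Among the 56 genes, the log2FC ran from -0.26 to 0.77, with *recA*, which is deleted in this strain, counted at 0.63. The highest, *ccna_01980*, passed the test (SE 0.12, adjusted p = 0.0439) but not the criterion on log2FC, and its call was lost without *ΔrecA* 0 min replicate 1 (log2FC 0.79, adjusted p = 0.0913), without *ΔrecA* 40 min replicate 2 (0.61, adjusted p = 0.178), with RLE size factors (adjusted p = 0.0502) and with limma on FPKM (adjusted p = 0.141). *uvrA* (*ccna_02673*), of nucleotide excision repair, had 0.54 (SE 0.11, adjusted p = 0.117) and was called higher by DESeq2 and without either of the 0 min libraries (adjusted p = 0.0277 without replicate 1 and 0.0177 without replicate 2). When adjusted over the list alone, 4 of the 58 genes were higher and none was lower; the study's 56 genes were chosen on these libraries, so this is not independent evidence.
Over all 4095 genes, 22 were higher at 40 min and 17 were induced. None was lower in edgeR's quasi-likelihood test, where 160 were lower and 227 higher at an unadjusted p under 0.05. The higher and lower genes numbered 44 and 4 with DESeq2, 23 and 0 with edgeR's exact test, and 13 and 0 with limma on FPKM. Without *ΔrecA* 0 min replicate 2 there were 279 higher, 234 lower and 131 induced genes, and 4 of the 58 were induced, the added genes being *ccna_02930* and *recA*, which is deleted in this strain and keeps counts. Leaving out *ΔrecA* 0 min replicate 1 gave 5 lower genes, leaving out *ΔrecA* 40 min replicate 2 gave 14 higher genes, and a fit of only the 0 and 40 min libraries gave none higher and 14 induced. From the loss of induction in *ΔrecA*, set beside de-repression without *lexA*, the paper counts the 56 genes as dependent on RecA as well as on LexA (Fig 1B).

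**Figure D2:**
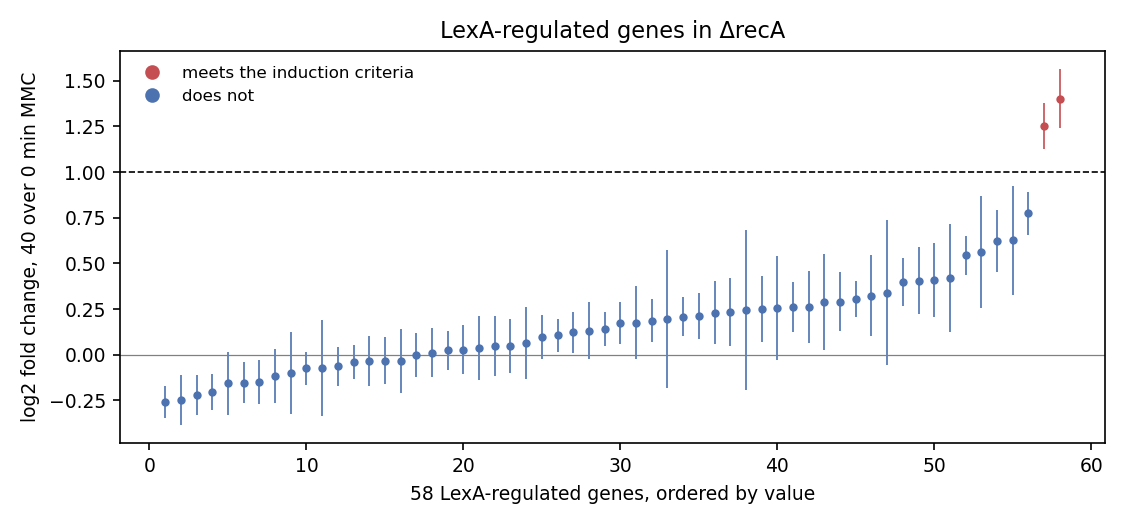
Log2 fold change from 0 to 40 min of MMC in *ΔrecA* for the 58 LexA-regulated genes, ordered by value. Points are edgeR estimates over 2 replicates per time, bars are standard errors, and the dashed line marks a log2FC of 1. The 2 genes above the line are *ccna_02396* and *ccna_02610*, and the other 56 lie at 0.77 or lower. The 56 include *recA*, which is deleted in this strain.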

We next tested whether cognate promoters of these potential SOS regulon genes were bound by LexA. For this, we analyzed published *Caulobacter* LexA ChIP-seq data [10], and found that 47 of these genes exhibited LexA binding in their promoter sequence (Fig 1C). These LexA-regulated genes constituted of 31 transcriptional units (TUs) when we took their operonic arrangements into consideration [30].

Comparison of these genes with a previously annotated *Caulobacter* SOS response (identified via *in silico* analysis and microarray experiments [27,28]) showed a significant overlap in the identified SOS genes (Figs 1B and S1B). Our analysis also indicated an addition of 14 new genes (S1B Fig), while 9 genes from the previous studies did not qualify our set criteria (S1B and S1C Fig) with no induction under DNA damage, or in *lexA* deleted cells. 

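*recN* (*ccna_02062*, 2211778 to 2213484), which acts in the repair of double-strand breaks, was higher in *ΔlexA*Δ*sidA* than in undamaged *ΔrecA*, with a log2FC of 1.56 (SE 0.10, adjusted p = 3.04e-05 from edgeR). It had 194 ± 3.40 CPM (SD, n = 2) in *ΔlexA*Δ*sidA* and 65.9 ± 1.87 (SD, n = 2) in *ΔrecA*. In *ΔrecA* cells after 40 min of MMC its log2FC was 0.10 (SE 0.10, adjusted p = 0.736). Of the 10 genes that earlier studies placed in the SOS response and that miss the paper's criteria, *recN* included, 8 were higher in *ΔlexA*Δ*sidA*, and 9 when adjusted over the list alone. A call of higher asks for no minimum log2FC, and the reference is *ΔrecA* and not wild type, so this is not the paper's cut. In this contrast 5 of the 10 met the criteria for induction, *ccna_02783* and *ccna_02784* among them. Among the 8 were *socB* (1.96) and *ccna_01535* (1.23). *ccna_03134* had a log2FC of 1.14 (SE 0.38, adjusted p = 0.0576) and passed with DESeq2 (adjusted p = 0.0247) and with limma on FPKM (adjusted p = 0.00566). The calls of *ccna_02783* and *ccna_02784* come from the region without *ΔrecA* counts, where they are at least 1662-fold and 334-fold higher against the floor of 3 counts over both libraries. Without these genes, 6 of 8 were higher, with a median log2FC of 0.86.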

As an exception, *ccna_02062* (*recN*) exhibited de-repression in the *ΔlexA*Δ*sidA* background but narrowly missed the threshold set for induction under damage (log_2_FC_*recN*_ = 0.95) (S1C Fig). Additionally, one gene with a LexA-bound promoter (*ccna_02877*) was induced, but did not cross the FDR threshold of 0.1. We thus exclude this gene from the subsequent *Caulobacter* SOS regulon analyses. Collectively, we identified 47 genes (summarized in Table S5) showcasing key features for SOS genes that are directly regulated by RecA-LexA.

### The *Caulobacter* SOS response exhibits temporal hierarchy

Our RNA-seq analysis suggested that the *Caulobacter* SOS response is induced in a structured manner. We observed that 17 out of 31 SOS response promoters (~55%) were induced at 20 min post-exposure to MMC. The remaining exhibited induction 40 min post MMC exposure (Fig 2A). To validate the same, we re-examined the MMC DNA damage time-course microarray data set from [28] (S2A Fig). Consistent with our RNA-seq results, genes that were induced early in the RNA-seq showed similar trends in the microarray analysis as well. A majority of these genes showed a robust and rapid induction, reaching a plateau by 40 min after which decrease in expression could also be seen in some cases. Similarly, genes that were induced late in the RNA-seq also showed late but gradual induction in the microarray, also largely plateauing in expression by 60 min. We thus classified promoters as ‘early’ or ‘late’ based on when their induction was detected in the transcriptomic analysis (Figs 2A, 2B, and S2A). Interestingly, we observed that the promoter regulating the *imuABC* operon associated with SOS-inducible mutagenesis [31] exhibited early induction. On the other hand, *uvrA* gene linked with relatively error-free nucleotide excision repair was induced late upon MMC exposure.

**Fig 2:**
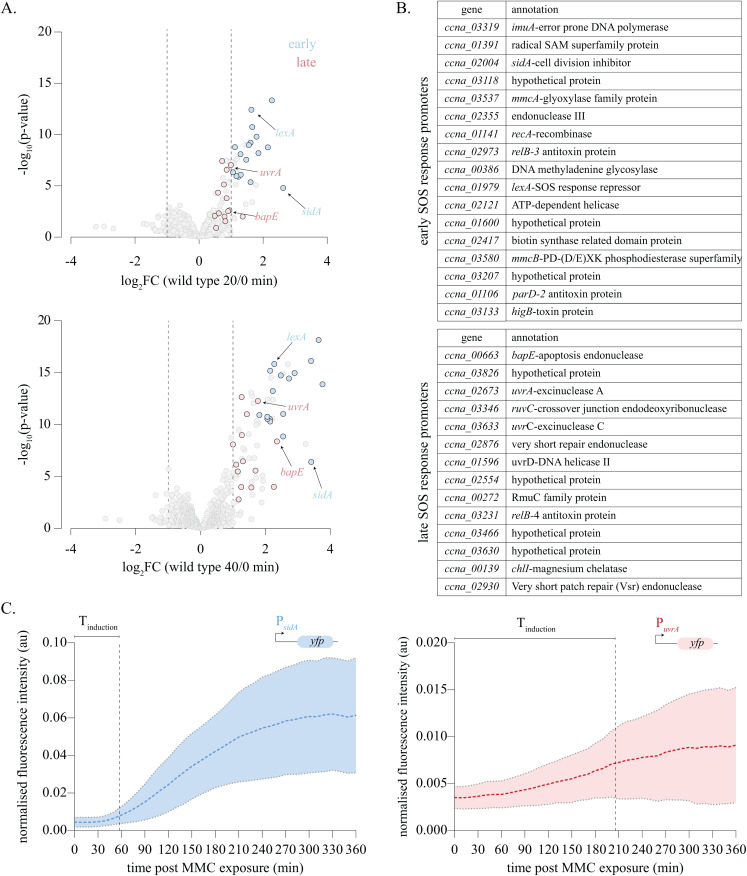
The *Caulobacter* SOS response exhibits temporal hierarchy. **(A)** Volcano plot representing induced genes for wild-type cells exposed to MMC for 20 min (top) and 40 min (bottom). Early and late SOS promoters are highlighted in blue and red, respectively. Cut-off for calling a gene as induced is set at log_2_FC>1, *p*-value < 0.01 and FDR < 0.1, respectively, and are indicated by dashed lines in the volcano plots. The underlying data are available in S1 Data. **(B)** Table listing early and late SOS response promoters highlighted in Fig 2A. **(C)** Fluorescence intensity normalized to cell area for P_*sidA*_*yfp* [left] and P_*uvrA*_*yfp* [right] cells over 6 hours of MMC exposure. Images were taken every 5 min and intensity over time traces are shown. Dashed line indicates the mean and the shaded region indicates the standard deviation. Time to induction (*T*_ind_—time to doubling of mean initial fluorescence intensity) is indicated on the graph. (0.25 μg/mL MMC, *n* = 25 cells). The underlying data are available in S1 Data.

To further verify these observations, we measured the induction kinetics of candidate genes for early (*sidA, imuA, recA*) and late (*uvrA, bapE, ruvC*) SOS genes using a transcriptional reporter assay. For this, we designed low-copy plasmid-based reporters where *yfp* was under the transcriptional control of promoters of each of these candidate genes. Fluorescence intensity normalized to cell area was tracked over time in single cells for these promoter fusion constructs upon exposure to MMC. In line with our RNA-seq analysis, we found that the time to induction of early promoters preceded that of late promoters (Figs 2C, S2B, and S2C). This phenomenon was independent of damage concentration since the induction of P_*uvrA*_*yfp* lagged that of P_*sidA*_*yfp* over a wide range of MMC concentrations (Fig S2D and S2E). We refer to this phenomenon as the temporal hierarchy of *Caulobacter* SOS response induction, which we note is distinct from timing associated with the peaking of the response.

### LexA box properties are not predictive of the temporal hierarchy in SOS response induction

We next investigated the factors that shape this temporal hierarchy of the *Caulobacter* SOS response. Based on studies in *E. coli,* we first assessed whether differences in affinity of the LexA protein towards SOS response promoters could explain the differences in the observed induction times [19]. The degree of divergence of LexA box sequence from the consensus sequence can be scored and has been previously used as a reliable proxy for LexA affinity [32]. LexA boxes with higher divergence exhibit lower affinity as compared to boxes with lower divergence [7,33]. Thus, affinity of LexA towards the SOS promoters can be estimated from variation in the LexA box sequences. Towards this, we first identified cognate LexA boxes for the *Caulobacter* SOS response genes. Using MEME analysis, we identified the LexA boxes for individual SOS response promoters (S3A and S3B Fig) [34]. The consensus motif agreed with the previously published motif (GTTCN_7_GTTC) (Fig S3B) [27].

We conducted principal component analysis (PCA) to test if the LexA box sequences cluster based on temporal gene expression features. The LexA boxes of early and late SOS genes did not show any distinct separation, suggesting no significant difference in their sequences (Fig 3A). We then scored individual LexA boxes via position weight matrix approach for similarity to the consensus motif. Here, too we did not observe any significant difference between the scores for LexA boxes of early versus late SOS genes (Fig 3B). In further support, we found that the LexA peak heights derived from the ChIP-seq dataset did not vary between early and late SOS promoters (S3C Fig). Collectively, these results suggest that differential affinity of LexA proteins for early and late SOS promoters may not be the underlying explanation for the observed graded response.

**Fig 3:**
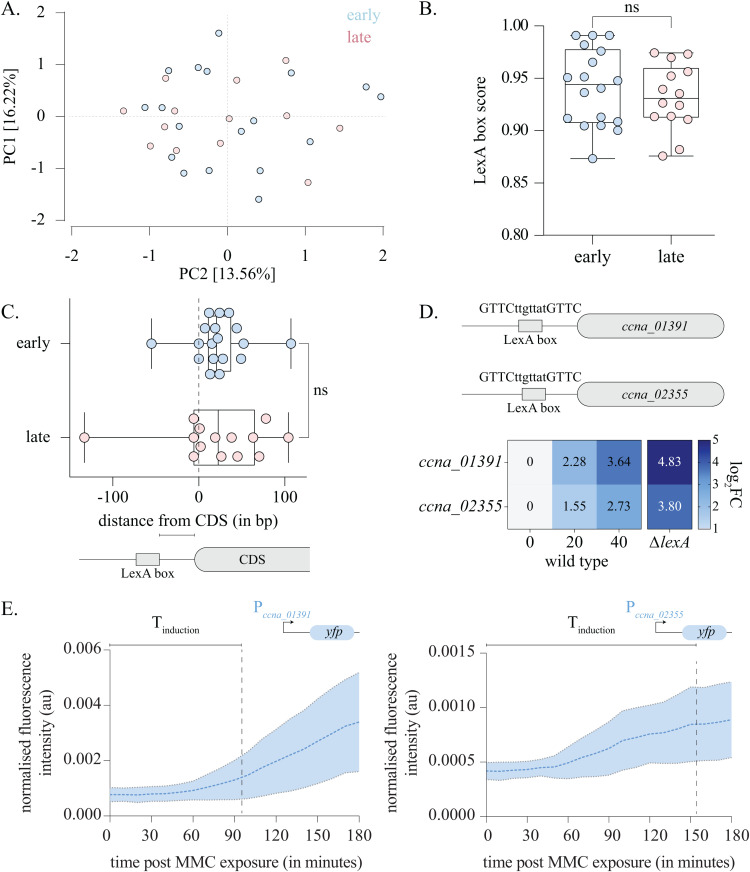
LexA box properties are not predictive of the temporal hierarchy in SOS response induction. **(A)** PCA analysis of LexA box sequences for early (blue) and late (red) *Caulobacter* SOS response genes. Percentage variance explained by each compartment are indicated on the axes. The underlying data are available in S1 Data. **(B)** Box and scatter plot representing scores of LexA box motifs belonging to early and late SOS response genes. Upper and lower limits of the box represent the 25th and 75th percentile of the data, line within the box denotes the median and the box whiskers represent the upper and lower extremes of the data (for this and all other box plots in this study). Scores for individual LexA boxes of the early and late genes are represented by blue and red points, respectively. *t* test (unpaired), n.s.—not significant. The underlying data are available in S1 Data. **(C)** [Top] Box and scatter plot indicating distance of LexA box motif from the CDS of early (in blue) and late (in red) SOS response genes. Mann–Whitney test, n.s. —not significant. [bottom] schematic representing calculation of distances between LexA box motifs and its cognate CDS. The underlying data are available in S1 Data. **(D)** [Top] *ccna_01391* and *ccna_02355* possess identical LexA box motifs. [bottom] Heat map of log_2_FC values from RNA-seq experiments for *ccna_01391* and *ccna_02355* over 0, 20, and 40 min post MMC exposure in wild type, and *ΔlexA*Δ*sidA* (no DNA damage) are shown. Fold change value is shown within each square. **(E)** Fluorescence intensity normalized to cell area for P_*ccna_01391*_*yfp* [left] and P_*ccna_02355*_*yfp* [right] cells over 3 hours of 0.25 μg/ml MMC exposure. Images were taken every 10 min and intensity over time traces are shown. Dashed line indicates the mean and the shaded region indicates the standard deviation. Time to induction (*T*_ind_—time to doubling of mean initial fluorescence intensity) is indicated on the graph. (0.25 μg/mL MMC, *n* = 25 cells). The underlying data are available in S1 Data.

We noted that a majority of SOS response promoters (~97%) carried only a single LexA box. We wondered whether features of the LexA boxes other than sequence or copy number could contribute to the SOS response timing. We thus assessed the distance of the LexA box from its CDS. We found that the distribution of LexA box distance from gene start was similar for early or late SOS genes (Fig 3C). Other LexA box features such as spacer length or spacer GC content were invariant as well (S3A and S3D Fig). Thus, LexA box properties do not appear to be good predictor of SOS response temporal hierarchy.

In support, we identified two early SOS response genes, *ccna_01391* and *ccna_02355* which possess identical LexA box motifs (GTTCttgttatGTTC) (Fig 3D). Despite this, our RNA-seq experiment showed that the induction kinetics of these two genes under MMC exposure were significantly different (Fig 3D). We assessed the induction kinetics of these two promoters further using our transcriptional reporter assay as described above. Consistent with the RNA-seq data, we observed that the *ccna_01391* promoter displayed faster induction when compared with *ccna_02355* promoter (Fig 3E). Moreover, in the absence of *lexA* as well, these genes exhibited variability in their induction levels (Fig 3D). Thus, identical LexA sequences can give rise to varied induction kinetics, suggesting the need to look beyond LexA-associated properties of the SOS response genes.

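Without LexA, *ccna_01391*, which encodes a radical SAM superfamily protein (1509067 to 1510149), had a log2FC of 5.65 against undamaged *ΔrecA* cells (SE 0.13, adjusted p = 1.61e-07 from edgeR). *ccna_02355*, which encodes endonuclease III (2494298 to 2495023), had a log2FC of 5.34 (SE 0.18, adjusted p = 8.65e-07 from the same test). The 2 log2FC differed by less than the sum of their standard errors, and their difference was not tested. The paper's reported log2FC against wild type are 4.83 for *ccna_01391* and 3.80 for *ccna_02355* (S4 Table). The levels had the opposite order. In FPKM, *ccna_01391* stood at 312 and 326 in the *ΔlexA*Δ*sidA* libraries and *ccna_02355* at 385 and 388. In undamaged *ΔrecA* cells the values were 4.71 and 4.56 for *ccna_01391* and 7.07 and 6.86 for *ccna_02355*. In each strain both values of *ccna_02355* lay above both of *ccna_01391*. The values come from the same 2 libraries per strain, too few for a test of this separation, and none was run.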

### Intrinsic promoter properties contribute to temporal hierarchy in SOS response gene induction

Our observations so far suggested that variation in LexA box properties did not determine the temporal hierarchy of the *Caulobacter* SOS response. Given that two SOS response genes with identical LexA boxes showed differences in their induction levels even in the absence of *lexA*, we wondered whether variation in intrinsic promoter properties was a determinant of the observed temporal hierarchy. In this direction, we assessed whether transcription unit (TU) length or gene distance from the origin of replication were sufficient in explaining temporal differences of the SOS response genes. We found that neither of these properties were different between early and late-induced genes (Fig 4A and 4B). We next tested whether variation in promoter strength shaped the temporal hierarchy of the *Caulobacter* SOS response. Previously, studies have implicated a role for differential affinity of sigma factors towards its cognate promoters as a source of variance in promoter activity [35,36]. We thus asked whether sigma factor association was different between early and late gene promoters. For this, we analyzed published ChIP-seq data of RpoD (the principal sigma factor, σ^70^ with the SOS response promoters [37,38]. We found that RpoD associated with 88% of the early SOS gene promoters (S4A and S4B Fig; Table S6). However, only 50% of late SOS gene promoters had RpoD enrichment in their promoter sequences, with ChIP-seq profiles also showing lower binding affinity when compared to RpoD bound at early gene promoters (S4B Fig, Table S6). We wondered whether late gene promoters are instead associated with alternate sigma factors. In this direction, we found that two late SOS gene promoters (*ccna_00139* (*chlI*), and *ccna_02673* (*uvrA*)) appeared to be under the regulation of the alternative sigma factor σ^32^ (RpoH). Both genes showed upregulation in an RNA-seq experiment of a *Caulobacter* strain over-expressing a stable mutant of σ^32^ (*rpoH*^*V65A*^) (S4D Fig) [35]. Moreover, analyzing σ^32^ ChIP-seq data also revealed σ^32^ enrichment at the *ccna_02673* (*uvrA*) promoter (S4D Fig) [38]. On the other hand, none of the early SOS promoters showed σ^32^ enrichment or upregulation upon σ^32^ overexpression (S4C and S4D Fig, Table S6).

**Fig 4:**
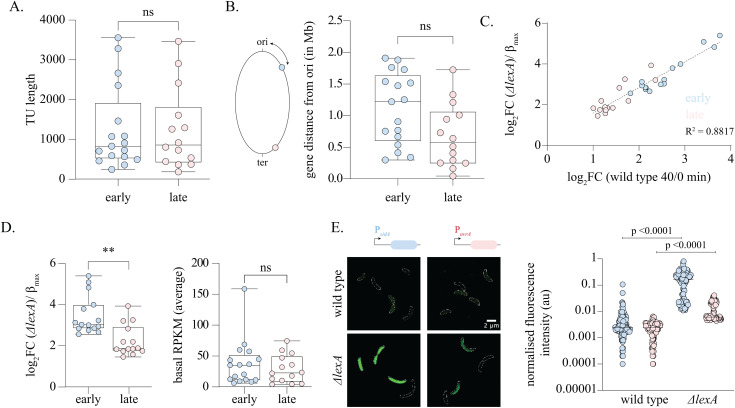
Intrinsic promoter properties contribute to temporal hierarchy in SOS response gene induction. **(A)** Box and scatter plot indicating TU lengths of early (blue) and late (red) SOS response genes. Mann–Whitney test, n.s. —not significant. The underlying data are available in S1 Data. **(B)** [Left] Schematic representing the calculation of gene distance from *Caulobacter* replication origin. [Right] Box and scatter plot indicating distance of *ori* from the CDS of early (blue) and late (red) SOS response promoters. *t* test (unpaired), n.s. —not significant. The underlying data are available in S1 Data. **(C)** Log_2_FC values for genes in wild-type cells upon 40 min of MMC exposure are plotted against Log_2_FC for *ΔlexA*Δ*sidA* cells relative to wild type in the absence of DNA damage (representing intrinsic promoter strength/*β*_max_). Values for early SOS response promoters are highlighted in blue while values for late genes are highlighted in red. Pearson correlation *r*^2^ 0.8817 CI [0.8746 to 0.9708] *p*-value < 0.0001. The underlying data are available in S1 Data. **(D)** [Left] Box and scatter plot indicating log_2_FC for *ΔlexA*Δ*sidA* cells relative to wild type in the absence of DNA damage, for early (blue) and late (red) SOS response promoters. [Right] Box and scatter plot indicating basal average RPKM for early (blue) and late (red) SOS response promoters. The underlying data are available in S1 Data. **(E)** [Left] Representative cells showing induction of P_*sidA*_*-yfp* (candidate early gene) and P_*uvrA*_*-yfp* (candidate late gene) in wild type and *ΔlexA*Δ*sidA* backgrounds. [right] Scatter plot shows fluorescence intensity distribution normalized to cell area for the respective transcriptional reporters (*n* = 100). Significance was estimated via the Mann–Whitney test. The underlying data are available in S1 Data.

We next assessed promoter strength variation across the entire SOS response to test whether there was a relationship between promoter strength and the observed temporal gene expression hierarchies. Promoter strength of a gene (β_max_) is defined by its maximal expression rate [39]. For SOS response genes, expression rate is dependent on LexA levels and hence expression rate would tend to β_max_ in the absence of LexA protein. Thus, promoter strength for SOS response genes can be estimated based upon expression in the *ΔlexA*Δ*sidA* background. 

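Across 28 SOS promoters, the log2FC of the first gene in *ΔlexA*Δ*sidA* against undamaged *ΔrecA* rose with the paper's log2FC of the same gene in wild type cells after 40 min of MMC. *imuA* and *ccna_01391* had the largest induction in wild type, with 3.76 and 3.64 in the paper's data. At the other end, the chelatase gene *chlI* had 1.00 in the paper's data and a log2FC of 1.93 in *ΔlexA*Δ*sidA*, and *ccna_03466* had 1.15 and 1.60. Pearson's r was 0.847, an R2 of 0.717, and Spearman's rho was 0.784. The permutation p was 1e-05 for r, the smallest that 100000 permutations can give, and 2e-05 for rho (adjusted over 4 tests, 1.33e-05 and 2e-05). Without *imuA* and *ccna_01391*, the promoters farthest from the median in wild type, r was 0.796. Over all 55 genes of the 58 list with a value in both, r was 0.714 and R2 was 0.510. The correlation is across promoters, which are not independent replicates, and the reference is *ΔrecA* on one side and wild type on the other; *lexA*, *sidA* and *recA* were left out.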

Transcriptome analysis of the *ΔlexA*Δ*sidA* strain revealed that the fold change values of SOS response genes exhibited a strong correlation with their extent of induction under DNA damage (*R*^2^ = 0.89) (Fig 4C). Importantly, early induced promoters showed higher de-repressed expression (promoter strength) as compared to promoters induced late (Fig 4D), while levels of basal gene expression did not vary between early and late promoters (Fig 4D). 

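Without LexA, the early promoters stood higher than the late ones. The first genes of 15 early promoters had a mean log2(FPKM + 1) of 8.45 ± 1.57 (SD over promoters) in *ΔlexA*Δ*sidA*, and those of 14 late promoters 7.03 ± 1.31. These means correspond to 349 and 130 FPKM. Among early promoters, *recA* reached 2112 and 2096 FPKM in the 2 libraries, *ccna_03118* 1669 and 1706, and *mmcA* 980 and 987. Among late promoters, *ccna_03633* stood at 419 and 436, *uvrA* at 114 and 113, and *ccna_03466* at 25.9 and 19.9. The sets overlapped, since the early promoter *ccna_02121* had 57.3 and 57.5 FPKM.
The difference of 1.42 on the log2 scale gave p = 0.0141 in a two-sided permutation test over promoters (adjusted p = 0.0211 over 3 comparisons). The difference of medians had p = 0.0733 in the same kind of permutation test. As a fold over undamaged *ΔrecA*, which excludes *recA*, the mean log2FC was 4.50 ± 1.72 (SD, 14 early promoters) and 2.83 ± 1.32 (SD, 14 late promoters), and the difference of 1.67 had p = 0.00564 in the same permutation test (adjusted p = 0.0169). All 28 of these genes were higher in *ΔlexA*Δ*sidA*, but the study chose them partly on these libraries, so their direction is not independent evidence. The classes come from the paper's wild type time course, where early promoters met the criteria for induction, a log2FC over 1 among them, at 20 min. Promoters, not cultures, are the units of these tests. The paper takes expression in *ΔlexA*Δ*sidA* as an estimate of promoter strength and, from the higher expression of the early set, states that promoters induced early are the stronger ones (Fig 4D).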

We corroborated these results with promoter fusion experiments in the *ΔlexA*Δ*sidA* strain and observed a similar trend for our candidate gene promoters for early (*sidA*) and late (*uvrA*) SOS genes (Fig 4E), with higher *yfp* expression from the *sidA* promoter when compared with the *uvrA* promoter. Along with temporal hierarchy, another hallmark of the *E. coli* SOS response is heterogeneity in gene expression. Strikingly, we also noted that there was significant heterogeneity in the gene expression profiles of *ΔlexA*Δ*sidA* cells. Comparison of the level of variance from mean (coefficient of variance [CV]) for P_*sidA*_ and P_*uvrA*_ promoters in wild type cells revealed a high level of heterogeneity in expression from both promoters in the absence (leaky expression) as well as presence of damage (Table S7; CV 0.76 and 0.53 for P_*sidA*_ in the absence and presence of damage respectively. CV 0.55 and 0.76 for P_*uvrA*_ in the absence and presence of damage respectively). This heterogeneity was also seen in cells lacking the repressor *lexA*, with CV of 1.3 for P_*sidA*_ and CV of 0.9 for P_*uvrA*_. In sum, two key inferences can be drawn from these observations: (a) Hierarchy and heterogeneity in gene expression of the *Caulobacter* SOS response is observed even in the absence of the LexA protein. (b) The hierarchy is correlated with the promoter strength (Fig 4C and 4D). Taken together, our data suggest that intrinsic promoter strength (possibly shaped by differences in sigma factor binding in case of some promoters) contributes to the temporal hierarchy of *Caulobacter* SOS response induction.

## Discussion

In this study, we investigate the temporal hierarchy observed in the induction of *Caulobacter* SOS response genes. Our work reveals the role of promoter strength as a determinant of this hierarchy. It is possible that such promoter strength variation forms a fundamental regulatory layer for the development of temporal hierarchy in this pathway across organisms.

We discuss two temporal features of the SOS response, i.e., time to induction (as described in our current study) and time to peak response (as described previously in [19]). These features exhibit some contrasting properties: (i) Variation in time to peak response has been observed distinctly only at higher concentrations of UV damage [19], while our study shows that hierarchy in the time to induction can be observed even at sub-lethal concentrations of DNA damage. (ii) Error-prone SOS genes seem to peak later as compared to error-free genes [6,19]. On the other hand, at least in the case of *Caulobacter*, error-prone *imuABC* genes are induced earlier than error-free *uvrA*. (iii) These temporal features differ in their underlying regulatory logic. While peak time is determined by the affinity of the LexA protein towards the SOS promoters [19], the time to induction is independent of LexA. Going forward, it will be important to dissect the relevance and contribution of these modes of temporal regulation for survival under DNA damage.

### A role of intrinsic promoter strength and growth context in shaping the SOS response

The regulatory landscape of *E. coli* is estimated to have >4000 genes in turn regulated by >200 regulators [40,41]. How do bacteria determine what genes to turn on and when? A crucial determinant of the bacterial transcription landscape is based on the modularity imparted to the RNA polymerase subunit by the sigma factors [42]. During exponential phase, most genes are under the regulation of σ^70^ (RpoD) [43]. Bacteria also possess alternative sigma factors that are dedicated to activate regulon genes under specialized conditions [42–44]. In our experimental regime, we maintain *Caulobacter* cells in exponential phase. Thus, we hypothesized that the SOS response genes would be under σ^70^-based regulation. Instead, we found that σ^70^ exhibits differential enrichment, predominantly at the early SOS genes as compared to the late SOS genes. Some of the late genes did also exhibit regulation by the alternative sigma factor, σ^32^ (RpoH) [45,46]. Thus, regulation by different classes of sigma factors may contribute to the temporal hierarchy in gene induction observed in the *Caulobacter* SOS response. Interestingly, sigma factors have been associated with the emergence of temporal hierarchy in flagellar synthesis pathway of bacteria as well [47,48].

Indeed, several stressors such as oxidative stress, heat stress, nutrient starvation, stationary phase and antibiotic treatment are also known to trigger the SOS response [49–52]. It is possible that a different hierarchical order might be crucial for survival under such conditions. It is tempting to speculate a context-dependent modularity in the SOS response temporal hierarchy based on the sigma factor involved. In support of this hypothesis, the RpoH-regulated late genes of the SOS response exhibit higher expression levels as compared to the RpoD-regulated early genes in an RpoH^V65A^ over-expression background (S4C and S4D Fig) [35].

### Timing the SOS response

Is temporal hierarchy essential for bacterial survival under DNA damage? As discussed above, variation in peak time has been hypothesized to temporally segregate repair mechanisms based on their mutagenic potential [53]. Thus, error-prone polymerases such as UmuC have been observed to exhibit peak response times much later as compared to genes with no mutagenic cost associated with their induction [6,19]. However, this is unlikely to insulate individual bacterial cells from the cost of mutagenesis. Even though error-prone response genes peak late, they exhibit robust induction early, and at the same time as the error-free genes [6]. For example, the *umuDC* operon of *E. coli* is induced 5-fold within 5 min of exposure to UV damage [6]. It is possible that there is mutagenesis associated with the early induction of error-prone polymerases in a sub-population of cells. While there may be costs at the single-cell level, this may serve a crucial function in enabling evolvability and population survival. In contrast, when considering time to gene induction we find that *bapE,* which promotes damage-induced apoptosis, is induced late [29]. Delaying the expression of *bapE* may enable cells to prevent premature commitment to cell death, and prioritize DNA repair and cell survival instead. However, in light of a potential role for different sigma factors in determining induction times, it is possible that hierarchy may be subject to change depending on the stress and growth conditions. Indeed, along with sigma factors, additional transcriptional repressors or activators could also contribute to the timing and extent of regulation. Our work thus highlights the need to further investigate the temporal hierarchy of the SOS response in the context of different stressors and growth conditions that bacteria may be likely to encounter in their natural environments.

### Limitations of present study and future outlook

In this study, we were unable to map the association of many other sigma factors with SOS promoters due to the lack of information on their binding properties. Additionally, we failed to generate transcriptional reporters with LexA binding sites swapped between early and late SOS promoters due to the challenging nature of the sigma factor binding sites and their organization with respect to the LexA binding sites. Such experiments could provide insights to the importance of maintaining hierarchy for SOS function. Finally, recent work has highlighted heterogeneity in the SOS response at the single-cell level. We too observe the same in case of our exemplar “early” and “late” promoters. It is crucial to understand how the population-level structuring of SOS response timing plays out in single cells (and across multiple gene promoters) to assess the effects of the same on cell survival. The development of single-cell RNA-seq techniques in bacteria, combined with single-cell microscopy will be a powerful method for future investigations in this direction [54,55].

## Materials and methods

### Bacterial strains and growth conditions

All strains, plasmids and oligos used in this study are listed in Table S1-S3, respectively. *Caulobacter crescentus NA1000* cells were cultured in peptone yeast extract (PYE) media at 30 °C while shaken at 200 rpm. Antibiotic (kanamycin), DNA damaging agent (MMC) were introduced into the culture at suitable concentrations, wherever required.

### Fluorescence microscopy and analysis

Cultures of *Caulobacter* were grown overnight in PYE media supplemented with kanamycin (5 μg/mL). For time-lapse microscopy, the cultures were diluted to OD_600_ of 0.025. Three hours post-dilution, when OD_600_ reached ~0.1, 2 μL of culture was spotted on 1.5% low-melting GTG agarose pads supplemented with PYE, kanamycin and required level of MMC damage. Cells were then imaged over 6 hours with an interval of 10 min in an OkoLab incubation chamber maintained at 30 °C. All imaging was performed on a Nikon Eclipse Ti-2E epifluorescence microscope equipped with a 60×/1.4 NA oil immersion objective, a motorized stage and an LED light source (pE-4000). The *yfp* reporter constructs were imaged with an exposure time of 500ms (*λ* = 490nm, 50% LED power) by an Orca Flash 4.0 camera. Focus was ensured over the course of the time lapse by the Nikon Perfect Focus System. Oufti software was then used for cell segmentation and estimation of normalized fluorescence intensity over time [56]. In order to calculate induction time (*T*_ind_) for the reporter constructs, we fit a logistic curve model (*R*^2^ > 0.95) to the mean of each induction profiles in Matlab. Induction time was then estimated as the time required for doubling of the mean initial fluorescence intensity (at time = 0). For estimating CV, standard deviation of fluorescence intensity normalized to cell area for a given dataset was divided by the mean of that dataset.

### RNA-sequencing

#### Sample collection.

Overnight cultures of *Caulobacter* grown in PYE media were diluted to 0.025 OD_600_. When OD_600_ reached ~0.1, 0.25 μg/mL MMC damage was introduced in to these cultures. *Caulobacter* cells were harvested (2mL/sample) for RNA-seq at 0, 20, 40 min post-damage exposure. The samples were then centrifuged at 10,000*g* for 5 min following which supernatant was discarded and the pellets were snap frozen and stored at −80 °C until further processed. Data for wild type no damage control was derived from four biological replicates, all other conditions were repeated twice.

#### mRNA isolation and sequencing.

mRNA was isolated from the collected pellets as per details mentioned in a previous study [57]. Pre-heated trizol (65 °C) was added to each pellet and cells were lysed using a Thermomixer (65 °C, 2,000rpm, for 10 min). Total RNA was extracted from the lysed cells using the Direct-zol RNA MiniPrep kit. Any DNA contamination was then removed via DNAse treatment and RNA was purified using RNA Clean and Concentrator-25 kit. Integrity of the total RNA was tested by the Tapestation instrument. Ribosomal RNA was then depleted using the Thermo RiboMinus kit. mRNA was purified using RNA Clean & Concentrator-5 kit. The mRNA samples were submitted for sequencing to the NCBS next-generation sequencing facility. NEBNext Ultra II Directional RNA Library Prep kit was used for library preparation and samples were sequenced via the Illumina NovaSeq 6000 platform.

#### RNA-seq analysis.

RNA-seq results were obtained as raw reads in fastq format. The raw reads were mapped to the genome of *Caulobacter crescentus* NA1000 strain (accession number: NC_011916.1) using the Burrows–Wheeler Aligner (BWA) method (raw read quality ≥ 20). Samtools was used to filter out any multiply mapped reads. Read count per gene was then calculated using Bedtools [58]. Normalization and differential gene expression analysis of these datasets were carried out using the EdgeR package [59]. Genes with log_2_FC values > 1, *p*-value < 0.01, FDR < 0.1 were denoted as induced genes. All analyzed data are provided in Table S4, and raw data are available in GSE311073 and GSE246782. Graphs were plotted in Graphpad prism (10.4.1), and statistical tests were carried out in the same software, supplemented with further analysis with standard Python modules where required.

### Survival assay

Cultures of *Caulobacter* grown overnight in PYE were diluted to OD_600_ of 0.075. Three hours post-dilution, all cultures were normalized to OD_600_ 0.3, and diluted serially in 10-fold increments (10^−1^–10^−8^). 6 μl of each dilution were spotted on PYE plates containing no DNA damage (control) or MMC damage (0.25 µg/mL). The plates were then incubated for 48 hours at 30 °C post which the plates were imaged, and survival was based upon the number of spots grown. All survival assay experiments were repeated twice.

### Analysis of ChIP-seq data

Raw reads for ChIP-seq data for *Caulobacter* LexA, RpoD and RpoH were obtained in fastq format from previous studies [10,35]. These data were analyzed as described previously and briefly described ahead [57]. The raw reads were aligned to the *Caulobacter* genome (accession number: NC_011916.1) using the BWA tool. Aligned reads were then converted into the .bed format. Bedtools was used in order to estimate coverage at every nucleotide position. These normalized reads were smoothened by applying a Gaussian filter in Matlab, in order to plot individual ChIP-seq profiles for RpoD and RpoH. Peak calling from the analyzed RpoD data was conducted using the Peakzilla software [60]. RpoD peaks were assigned to SOS response genes if their predicted peak summit position was located within ±100 bp of the gene CDS. For calculation of LexA peak heights, maxima of normalized reads counts were estimated.

### Bioinformatic analysis of LexA box properties

#### Identification of LexA box sequences of the SOS response genes.

For identifying LexA boxes in the SOS response promoters, DNA sequences 200 bp upstream and 75 bp downstream of the *Caulobacter* SOS response gene CDS was subject to analysis by the MEME discovery program [34]. The program identified motifs within the provided sequences that repeated one or more times. All identified LexA boxes from the program are summarized in S3A Fig.

#### Estimation of LexA box scores.

In order to score individual LexA box sequences with respect to the consensus motif, a position weight matrix (PWM) was generated using the Biostrings package. The PWM score was then calculated using the “PWMscoreStartingAt” command.

#### Calculation of SOS gene distance from origin.

The location of *Caulobacter crescentus NA1000* origin was retrieved from the DoriC database [61,62]. We estimated distance from the origin by calculating the shortest distance of the OriC from the start position of the respective gene.

## Supporting information

S1 Fig Comparative analysis of the *Caulobacter* SOS response under mitomycin-C damage. (A) Survival assay of wild type and *ΔrecA* cells in the presence and absence of MMC (0.25 μg/mL). Representative image shown from three biological replicates. **(B)** Venn diagram comparing SOS response genes identified in this study with the *in silico* analysis from Rocha and colleagues, 2008 [27] and microarray at 40 min post MMC damage from Modell and colleagues, [28]. Number of genes in each category are indicated. The underlying data are available in S1 Data. **(C)** Heat map for log_2_FC values of genes previously identified as *Caulobacter* SOS response genes which do not fulfill criteria put forth in this study. Log_2_FC values for an SOS-induced gene (*ccna_03319)* in wild type cells exposed to MMC damage for 40 min and for *ΔlexAΔsidA* cells in the absence of damage are shown for comparison.
(PDF)

S2 Fig The *Caulobacter* SOS response exhibits temporal hierarchy. **(A)** Heat map showing gene expression changes at 20, 40, 60, and 80 min post MMC damage. Data are replotted from microarray analysis in [28]. Genes are marked as early or late based on their time to induction. The underlying data are available in S1 Data. **(B)** Fluorescence intensity normalized to cell area for P_*recA*_*yfp* (*n* = 25) [left] and P_*bapE*_*yfp* (*n* = 20) [right] cells over 6 hours of 0.25 μg/mL MMC exposure. Images were taken every 10 min and intensity over time traces are shown. Dashed line indicates the mean and the shaded region indicates the standard deviation. Time to induction (T_ind_ - time to doubling of mean initial fluorescence intensity) is indicated on the graph. The underlying data are available in S1 Data. **(C)** As (B) for P_*imuA*_*yfp* (*n* = 25) [left] and P_*ruvC*_*yfp* (*n* = 20) [right] cells over 6 hours of 0.25 μg/mL MMC exposure. Fluorescence intensity for P_*ruvC*_*yfp* increases over time but does not cross the threshold set for time to induction within the imaging period. Time to normalized intensity maxima for P_*ruvC*_*yfp* is indicated with an asterix. The underlying data are available in S1 Data. **(D)** As (B) for P_*sidA*_*yfp* [left] and P_*uvrA*_*yfp* [right] cells over 3 hours of MMC exposure (0.5 μg/mL, *n* = 25). The underlying data are available in S1 Data. **(E)** As (D) for cells treated with 0.125 μg/mL MMC, except for an imaging interval of 30 min (*n* = 20). At these low doses induction of *yfp* from the *uvrA* promoter is not detected. The underlying data are available in S1 Data.
(PDF)

S3 Fig LexA box properties are not predictive of the temporal hierarchy in SOS response induction. **(A)** List of LexA box sequence and their box length (in bp) for promoters of all *Caulobacter* SOS response genes analyzed in present study. **(B)** Binding consensus motif for LexA, based upon the promoters of the *Caulobacter* SOS response genes. **(C)** Box and scatter plot indicating peak height derived from LexA ChIP-seq data for early (blue) and late (red) SOS response genes. Mann–Whitney test, n.s.—not significant. The underlying data are available in S1 Data. **(D)** Box and scatter plot indicating %GC content of the LexA box spacer for the CDS of early (blue) and late (red) SOS response genes. Mann–Whitney test, n.s. —not significant. The underlying data are available in S1 Data.
(PDF)

S4 Fig Intrinsic promoter properties contribute to temporal hierarchy in SOS response gene induction. **(A, B)** ChIP-seq profiles for RpoD enrichment 500 bp upstream and downstream of the CDS for early [left] and late [right] SOS response genes. % SOS response genes bound by RpoD are indicated adjacent to the ChIP profiles. The underlying data are available in S1 Data. ChIP-seq data were obtained from the GEO database (GSE73925). **(C, D)** ChIP-seq profiles for RpoD and RpoH enrichment 500 bp upstream and downstream of the CDS of early (*sidA*) and late (*uvrA*) SOS response genes. The underlying data are available in S1 Data. ChIP-seq data were obtained from GEO database (GSE73925) [38]. Heat map of log_2_FC values from RNA-seq experiments for *Caulobacter* SOS response genes upon *rpoH*^*V65A*^ over-expression is indicated adjacent to the ChIP profiles. RNA-seq data were obtained from GEO database (GSE102372) [35]. For comparison, log_2_FC values for the same genes under 40 min of MMC damage (0.25 μg/mL) are shown.
(PDF)

S1 Table Strains used in present study.

S2 Table Plasmids used in present study.

S3 Table Oligos used in present study.

S4 Table Genes induced at 20 and 40 min post MMC damage. Gene expression profile for these genes is provided for *recA* deletion and *lexAsidA* deletion cells as well.
(XLSX)

S5 Table List of *Caulobacter* SOS response genes and their gene annotations.

S6 Table Summary table of early/late SOS promoters along with LexA box/intrinsic properties.

S7 Table Summary of coefficient of variation (CV) values for P_*sidA*_*yfp* and P_*uvrA*_*yfp* promoter fusions in wild type (±MMC damage) and Δ*lexA* background.

S1 Data Numerical data underlying graphs and plots shown in main and supplementary figures.
(XLSX)

## Abbreviations

BWA: Burrows–Wheeler Aligner
CV: coefficient of variance
PCA: principal component analysis
PWM: position weight matrix
TUs: transcriptional units

# Supplementary material for: Variability in intrinsic promoter strength underlies the temporal hierarchy of the Caulobacter SOS response induction
**Source:** PLoS Biol. 2025 Dec 4;23(12):e3003557. doi: 10.1371/journal.pbio.3003557

A.

gene	LexA box	length
<i>ccna_03319</i>	GTTCCACTTTTGTTC	15
<i>ccna_01391</i>	GTTCTTGTTATGTTC	15
<i>ccna_02004.1</i>	G TTCACAAGATGTTC	15
<i>ccna_02004.2</i>	TTTCTTGTTTTGTTC	15
<i>ccna_03118</i>	GTTCCTTTTTTGTTC	15
<i>ccna_03537</i>	GTTCCCTGAATTGTTC	15
<i>ccna_02355</i>	GTTCTTGTTATGTTC	15
<i>ccna_01141</i>	G TTCGCAAGATGTTC	15
<i>ccna_02973</i>	GTTCTGACTATGTTC	15
<i>ccna_00386</i>	GTTCCCTGAAAAGTTC	15
<i>ccna_00663</i>	G TTCGCGTTATGTTC	15
<i>ccna_01979</i>	GTTCTCCTGGTGTTC	15
<i>ccna_03826</i>	GTTCCGCTTTTCGTTC	15
<i>ccna_02121</i>	GTTCCCTTTCTGTTC	15
<i>ccna_01600</i>	GTTCTTGATATGTTC	15
<i>ccna_02417</i>	GTTCTTGATTGTTC	15
<i>ccna_03580</i>	GTTCCAGCTTTGTTC	15
<i>ccna_03207</i>	GTTCCCCTCTTGTTC	15
<i>ccna_01106</i>	GTTCTCGGCTTGTTC	15
<i>ccna_03133</i>	GTTCCCTATAATGTTC	15
<i>ccna_02673</i>	G TTCGCATCTTGTTC	15
<i>ccna_03346</i>	G TTCATCATGTGTTC	15
<i>ccna_03633</i>	G TTCATGTATTGTTC	15
<i>ccna_02876</i>	GTTCTCTATTTCGTTC	15
<i>ccna_01596</i>	G TGCTACATATGTTC	15
<i>ccna_02554</i>	GTTCTTGTTTCGTCC	15
<i>ccna_00272</i>	G TTCATGCTCCGTTC	15
<i>ccna_03231</i>	TTTCCGGATTGTTC	15
<i>ccna_02930</i>	GTTCCCTGTATTGTTC	15
<i>ccna_03466</i>	GTTCTCGTATTGTTC	15
<i>ccna_03630</i>	G TTCGCATTATGTTC	15
<i>ccna_00139</i>	G TTCGTTTTTCGTTC	15

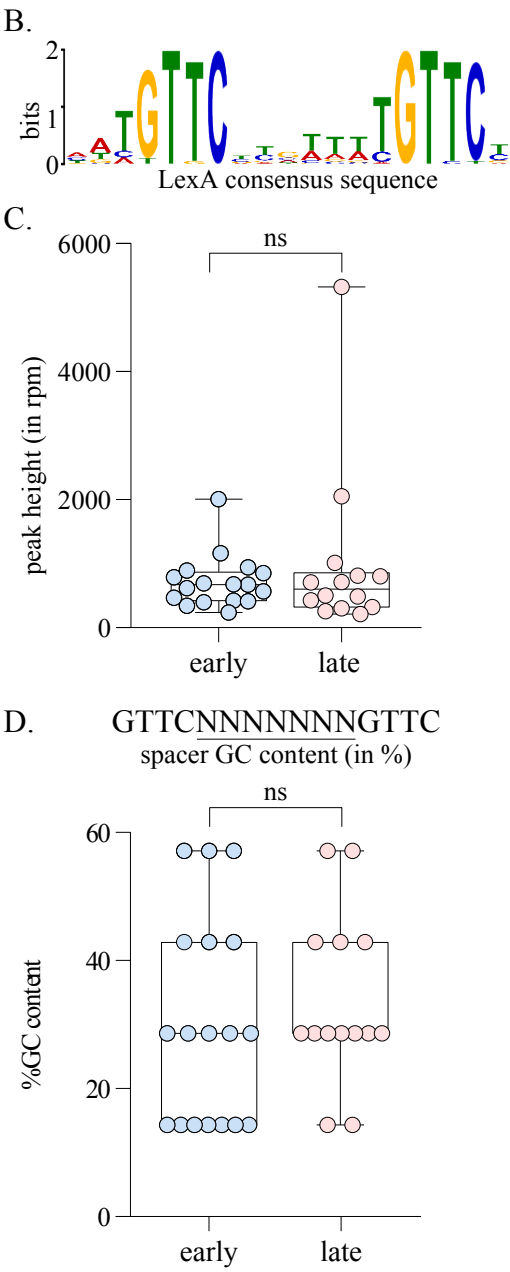

**Supplement:** S3 Fig — (A) List of LexA box sequence and their box length (in bp) for promoters of all Caulobacter SOS response genes analyzed in present study. (B) Binding consensus motif for LexA, based upon the promoters of the Caulobacter SOS response genes. (C) Box and scatter plot indicating peak height derived from LexA ChIP-seq data for early (blue) and late (red) SOS response genes. Mann–Whitney test, n.s.—not significant. The underlying data are available in S1 Data. (D) Box and scatter plot indicating %GC content of the LexA box spacer for the CDS of early (blue) and late (red) SOS response genes. Mann–Whitney test, n.s. —not significant. The underlying data are available in S1 Data.

# Supplementary material for: Variability in intrinsic promoter strength underlies the temporal hierarchy of the Caulobacter SOS response induction
**Source:** PLoS Biol. 2025 Dec 4;23(12):e3003557. doi: 10.1371/journal.pbio.3003557
**Supplement:** S1 Table

**Table S1: Strains used in present study**

| **Strain** | **Genotype** | **Strain construction** |
| --- | --- | --- |
| CB15N | NA1000 | NA |
| NABC2 | CB15N*; ∆recA* | [1] |
| NABC520 | CB15N; ΔlexA::tetR ; ΔsidA::markerless | [2] |
| NABC454 | CB15N*; pMT687-P_sidA_-YFP::kanR* | [3] |
| NABC891 | CB15N; *pMT687-PuvrA-YFP::kanR* | CB15N was transformed with pNABC881 plasmid |
| NABC969 | CB15N; *ΔlexA::tetR ; ΔsidA::markerless; pMT687-PsidA-YFP::kanßR* | NABC520 was transformed with pNABC498 plasmid |
| NABC970 | CB15N; *ΔlexA::tetR ; ΔsidA::markerless; pMT687-PuvrA-YFP::kanR* | NABC520 was transformed with pNABC881 plasmid |
| NABC1018 | CB15N*; pMT687-P_recA_-YFP::kanR* | CB15N was transformed with pNABC1012 plasmid |
| NABC1019 | CB15N*; pMT687-P_bapE_-YFP::kanR* | CB15N was transformed with pNABC1013 plasmid |
| NABC1020 | CB15N*; pMT687-P_imuA_-YFP::kanR* | CB15N was transformed with pNABC1014 plasmid |
| NABC1021 | CB15N*; pMT687-P_ruvC_-YFP::kanR* | CB15N was transformed with pNABC1015 plasmid |
| NABC1023 | CB15N*; pMT687-P_ccna_02355_-YFP::kanR* | CB15N was transformed with pNABC1017 plasmid |
| NABC1022 | CB15N*; pMT687-P_ccna_01391_-YFP::kanR* | CB15N was transformed with pNABC1016 plasmid |

**References:**

1. Modell JW, Kambara TK, Perchuk BS, Laub MT. A DNA Damage-Induced, SOS-Independent Checkpoint Regulates Cell Division in Caulobacter crescentus. PLoS Biology. 2014;12: e1001977. doi:10.1371/journal.pbio.1001977

2. Modell JW, Hopkins AC, Laub MT. A DNA damage checkpoint in Caulobacter crescentus inhibits cell division through a direct interaction with FtsW. Genes Dev. 2011;25: 1328–1343. doi:10.1101/gad.2038911

3. Chimthanawala A, Parmar JJ, Kumar S, Iyer KS, Rao M, Badrinarayanan A. SMC protein RecN drives RecA filament translocation for in vivo homology search. Proceedings of the National Academy of Sciences. 2022;119: e2209304119. doi:10.1073/pnas.2209304119

# Supplementary material for: Variability in intrinsic promoter strength underlies the temporal hierarchy of the Caulobacter SOS response induction
**Source:** PLoS Biol. 2025 Dec 4;23(12):e3003557. doi: 10.1371/journal.pbio.3003557
**Supplement:** S2 Table

**Table S2: Plasmids used in present study**

| **Plasmid** | **Construction details** | **Antibiotic** |
| --- | --- | --- |
| pRXMCS-2 | [1] | Kanamycin |
| pNABC498 | [2] | Kanamycin |
| pNABC881 | pNABC498 vector was amplified using AB_oligo_566 and AC_oligo_354 and P*_uvrA_* fragment was amplified from *Caulobacter* genomic DNA (gDNA) using AK_oligo_349 and AK_oligo_350. The vector and insert fragments were assembled with Gibson assembly. | Kanamycin |
| pNABC1012 | pNABC498 vector was amplified using AB_oligo_566 and AC_oligo_354 and P*_recA_* fragment was amplified from *Caulobacter* genomic DNA (gDNA) using AK_oligo_380 and AK_oligo_381. The vector and insert fragments were assembled with Gibson assembly. | Kanamycin |
| pNABC1013 | pNABC498 vector was amplified using AB_oligo_566 and AC_oligo_354 and P*_bapE_* fragment was amplified from *Caulobacter* genomic DNA (gDNA) using AK_oligo_376 and AK_oligo_377. The vector and insert fragments were assembled with Gibson assembly. | Kanamycin |
| pNABC1014 | pNABC498 vector was amplified using AB_oligo_566 and AC_oligo_354 and P*_imuA_* fragment was amplified from *Caulobacter* genomic DNA (gDNA) using AK_oligo_378 and AK_oligo_379. The vector and insert fragments were assembled with Gibson assembly. | Kanamycin |
| pNABC1015 | pNABC498 vector was amplified using AB_oligo_566 and AC_oligo_354 and P*_ruvC_* fragment was amplified from *Caulobacter* genomic DNA (gDNA) using AK_oligo_382 and AK_oligo_383. The vector and insert fragments were assembled with Gibson assembly. | Kanamycin |
| pNABC1017 | pNABC498 vector was amplified using AB_oligo_566 and AC_oligo_354 and P*_ccna_01391_* fragment was amplified from *Caulobacter* genomic DNA (gDNA) using AK_oligo_372 and AK_oligo_373. The vector and insert fragments were assembled with Gibson assembly. |  |
| pNABC1016 | pNABC498 vector was amplified using AB_oligo_566 and AC_oligo_354 and P*_ccna_02355_* fragment was amplified from *Caulobacter* genomic DNA (gDNA) using AK_oligo_374 and AK_oligo_375. The vector and insert fragments were assembled with Gibson assembly. |  |

**References:**

1. Thanbichler M, Iniesta AA, Shapiro L. A comprehensive set of plasmids for vanillate- and xylose-inducible gene expression in *Caulobacter crescentus*. Nucleic Acids Res. 2007;35: e137. doi:10.1093/nar/gkm818

2. Chimthanawala A, Parmar JJ, Kumar S, Iyer KS, Rao M, Badrinarayanan A. SMC protein RecN drives RecA filament translocation for in vivo homology search. Proceedings of the National Academy of Sciences. 2022;119: e2209304119. doi:10.1073/pnas.2209304119

# Supplementary material for: Variability in intrinsic promoter strength underlies the temporal hierarchy of the Caulobacter SOS response induction
**Source:** PLoS Biol. 2025 Dec 4;23(12):e3003557. doi: 10.1371/journal.pbio.3003557
**Supplement:** S3 Table

**Table S3: Oligos used in present study**

| **Oligo** | **Sequence** |
| --- | --- |
| AB_oligo_566 | ATGGTGAGCAAGGGCGAGGAG |
| AC_oligo_354 | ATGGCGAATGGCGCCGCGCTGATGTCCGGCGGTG |
| AK_oligo_349 | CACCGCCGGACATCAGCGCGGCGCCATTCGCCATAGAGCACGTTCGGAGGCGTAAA |
| AK_oligo_350 | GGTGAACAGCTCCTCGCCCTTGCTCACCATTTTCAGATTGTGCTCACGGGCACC |
| AK_oligo_372 | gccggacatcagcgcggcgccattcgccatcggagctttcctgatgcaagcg |
| AK_oligo_373 | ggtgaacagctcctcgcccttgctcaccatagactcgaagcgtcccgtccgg |
| AK_oligo_374 | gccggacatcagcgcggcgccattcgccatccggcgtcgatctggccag |
| AK_oligo_375 | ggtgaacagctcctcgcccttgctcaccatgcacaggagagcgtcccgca |
| AK_oligo_376 | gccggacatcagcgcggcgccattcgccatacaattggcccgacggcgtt |
| AK_oligo_377 | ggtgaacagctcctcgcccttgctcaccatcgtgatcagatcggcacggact |
| AK_oligo_378 | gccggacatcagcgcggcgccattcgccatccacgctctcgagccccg |
| AK_oligo_379 | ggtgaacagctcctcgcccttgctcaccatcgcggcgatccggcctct |
| AK_oligo_380 | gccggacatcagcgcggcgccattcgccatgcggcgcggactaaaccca |
| AK_oligo_381 | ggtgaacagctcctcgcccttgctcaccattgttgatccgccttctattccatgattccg |
| AK_oligo_382 | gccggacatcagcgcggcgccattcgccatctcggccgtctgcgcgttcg |
| AK_oligo_383 | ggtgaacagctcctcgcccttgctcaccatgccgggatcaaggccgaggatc |

# Supplementary material for: Variability in intrinsic promoter strength underlies the temporal hierarchy of the Caulobacter SOS response induction
**Source:** PLoS Biol. 2025 Dec 4;23(12):e3003557. doi: 10.1371/journal.pbio.3003557
**Supplement:** S5 Table

**Table S5: List of *Caulobacter* SOS response genes and their gene annotations**

| gene | protein name | *gene name* |
| --- | --- | --- |
| *ccna_03319* | ImuA | *imuA* |
| *ccna_03318* | ImuB | *imuB* |
| *ccna_03317* | Error-prone DNA polymerase | *dnaE2* |
| *ccna_01391* | Radical SAM superfamily protein | *ccna_01391* |
| *ccna_02004* | Cell division inhibitor SidA | *sidA* |
| *ccna_02003* | DNA polymerase III subunit alpha | *dnaE* |
| *ccna_03118* | Uncharacterized protein | *ccna_03118* |
| *ccna_03537* | SOS-regulated glyoxalase family protein | *mmcA* |
| *ccna_02355* | Endonuclease III | *ccna_02355* |
| *ccna_01141* | Protein RecA | *recA* |
| *ccna_02973* | Antitoxin protein relB-3 | *relB-3* |
| *ccna_02974* | Toxin protein relE3 | *relE3* |
| *ccna_00386* | DNA-3-methyladenine glycosylase | *ccna_00386* |
| *ccna_00663* | Bacterial apoptosis endonuclease BapE | *bapE* |
| *ccna_00662* | Uncharacterized protein | *ccna_00662* |
| *ccna_01979* | LexA repressor | *lexA* |
| *ccna_03826* | Pyocin large subunit family protein | *ccna_03826* |
| *ccna_03825* | DUF5076 domain-containing protein | *ccna_03825* |
| *ccna_02122* | DNA ligase-associated metallophosphoesterase | *ccna_02122* |
| *ccna_02121* | ATP-dependent helicase | *ccna_02121* |
| *ccna_01600* | Methane oxygenase, PmoA family | *ccna_01600* |
| *ccna_02418* | Type-4 uracil-DNA glycosylase | *ccna_02418* |
| *ccna_02417* | Biotin synthase related domain containing protein | *ccna_02417* |
| *ccna_03580* | SOS-induced DUF1052 family protein | *mmcB* |
| *ccna_03207* | DUF72 domain-containing protein | *ccna_03207* |
| *ccna_01106* | Antitoxin protein parD2 | *parD2* |
| *ccna_01107* | Toxin protein parE2 | *parE2* |
| *ccna_03133* | Toxin protein higB | *higB* |
| *ccna_03132* | Transcriptional regulator, antitoxin protein higA | *higA* |
| *ccna_03131* | LytR/AlgR-family transcriptional regulator | *ccna_03131* |
| *ccna_02673* | UvrABC system protein A | *uvrA* |
| *ccna_03346* | Crossover junction endodeoxyribonuclease RuvC | *ruvC* |
| *ccna_03345* | Holliday junction branch migration complex subunit RuvA | *ruvA* |
| *ccna_03344* | Holliday junction branch migration complex subunit RuvB | *ruvB* |
| *ccna_03343* | FtsW related protein | *ccna_03343* |
| *ccna_03342* | Short-chain acyl-CoA hydrolase | *ccna_03342* |
| *ccna_03633* | GIY-YIG domain protein | *ccna_03633* |
| *ccna_02876* | Very short patch repair (Vsr) endonuclease | *ccna_02876* |
| *ccna_01596* | DNA 3'-5' helicase | *uvrD* |
| *ccna_01595* | Conjugal transfer protein TrbI | *ccna_01595* |
| *ccna_02554* | DUF1640 domain-containing protein | *ccna_02554* |
| *ccna_00272* | DNA recombination protein RmuC homolog | *ccna_00272* |
| *ccna_03231* | Anti-toxin protein relB-4 | *relB-4* |
| *ccna_02930* | Very short patch repair (Vsr) endonuclease | *ccna_02930* |
| *ccna_03466* | ORF6N domain protein | *ccna_03466* |
| *ccna_03630* | Antitoxin SocA | *socA* |
| *ccna_00139* | Magnesium chelatase subunit ChlI-like ATPase | *chlI* |

# Supplementary material for: Variability in intrinsic promoter strength underlies the temporal hierarchy of the Caulobacter SOS response induction
**Source:** PLoS Biol. 2025 Dec 4;23(12):e3003557. doi: 10.1371/journal.pbio.3003557
**Supplement:** S7 Table

Table S7: Summary of coefficient of variation (CV) values for P*_sidA_yfp* and P*_uvrA_yfp* promoter fusions in wild type (+/- MMC damage) and *ΔlexA* background.

| background | *ΔlexA* | *ΔlexA* | *wild type* | *wild type* | *wild type* | *wild type* |
| --- | --- | --- | --- | --- | --- | --- |
| Promoter fusion | P*_sidA_YFP* | P*_uvrA_YFP* | P*_sidA_YFP* | P*_sidA_YFP* | P*_uvrA_YFP* | P*_uvrA_YFP* |
| DNA damage | - | *-* | *-* | *+* | *-* | *+* |
| Standard deviation | 0.099228 | 0.00742649 | 0.00265565 | 0.00135103 | 0.03245838 | 0.00639609 |
| mean | 0.109759 | 0.005714 | 0.00348718 | 0.00256387 | 0.059028 | 0.00838 |
| CV | 0.9040534 | 1.29970047 | 0.7615447 | 0.52695137 | 0.54988103 | 0.76325687 |

Data for the *ΔlexA* strains are derived from the experiment represented in Fig. 4E. For the wild type strains, data for the no damage control were pooled from experiments represented in Fig. 2C, Fig. S2D and Fig. S2E. Data for promoter fusions in wild type background exposed to DNA damage were derived from experiment represented in Fig. 2C.

How the deposited data were processed for this re-analysis (not part of the article)

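The RNA-seq data analysed here cover 8 libraries of *Caulobacter crescentus* NA1000: *ΔrecA* cells at 0, 20 and 40 min of 0.25 µg/ml mitomycin-C and *ΔlexA*Δ*sidA* cells without damage, with 2 replicates in each of 4 groups. The samples were grouped by their strain and time as the submitters' labels and the paper give them, and all 8 were mapped. The wild type RNA-seq, the ChIP-seq, the microarray and the reporter experiments of the paper were not analysed here.

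The authors depleted ribosomal RNA, prepared directional libraries and sequenced them on an Illumina instrument. They mapped reads of quality 20 or more with BWA, filtered multiply mapped reads with Samtools and counted reads per gene with Bedtools; BWA and bedtools are also named in the submitters' processing notes. Versions, and whether strand was used in counting, are not given in the sources used here, so reads of overlapping or antisense genes may be assigned to either. The deposited counts are whole numbers for 4097 genes, ribosomal and transfer RNA genes included. Although multiply mapped reads were filtered, the near-identical ribosomal RNA copies carry near-equal counts. The deposited FPKM values were checked against the counts: 100% of 32465 values equal the count divided by the gene's length less 1 base and by the library's total, within 1%. That total includes ribosomal RNA, so FPKM depends on how much of it each library kept. All 4097 genes were matched to symbols and coordinates in the RefSeq annotation of the same chromosome sequence. Coordinates are on that sequence and count from 1.

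The counts were tested with edgeR 4.0.16 in R 4.3.3 (TMM normalization, filterByExpr by group, robust quasi-likelihood fit of all 8 libraries in 4 groups, 4095 genes kept). Log2 fold changes are given with a standard error computed as the absolute log2FC divided by the square root of the F statistic. Higher and lower mean a Benjamini-Hochberg adjusted p under 0.05, and induced means a log2FC over 1 with p under 0.01 and FDR under 0.1, as in the paper. CPM values were computed from the counts with the TMM library sizes. Gene lists were tested with camera at a preset correlation of 0.01, with an estimated correlation and with fry (limma 3.58.1), adjusted over the 18 lists with at least 5 measured members. The levels of promoters are means over 2 libraries of log2(FPKM + 1) of the first gene of each transcription unit, compared by permutation tests with 100000 resamples (Python 3.11.15, numpy 2.4.6, scipy 1.17.1). Ratios against genes with no counts in a group use a floor of 3 counts over both libraries and cover counting error only, as do the 95% counting intervals. Figures were drawn with matplotlib 3.10.9.

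The design, the alternatives, the 21 gene lists and the rule for named genes were fixed before the data were examined. The rule names the 10 largest and 10 smallest log2FC among called genes whose replicates do not overlap, the deleted genes, every gene the paper names in its text or Tables S4 to S6, and up to 4 members of each list with the smallest p; values in the paper's tables had been seen when it was written. The lists are the study's own gene groups, its SOS genes by function (translesion synthesis, recombination and excision repair, toxin-antitoxin), and heat shock and proteases, ribosomal proteins, flagellum, chemotaxis, cell cycle and division, replication, DNA repair outside the regulon, sigma factors, oxidative stress, respiration, and ribosomal and transfer RNA.

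The comparisons were *ΔrecA* at 20 and 40 min against 0 min, 40 against 20 min, and undamaged *ΔlexA*Δ*sidA* against undamaged *ΔrecA*. The first, second and last share the *ΔrecA* 0 min libraries, so calls were not compared between them. The tests were tried on simulated counts with 100 genes changed by a log2FC of 1 and 100 by 2. For *ΔrecA* at 40 min, 91% and 95% of these were recovered, with 7 calls among the unchanged genes of 4094 tested. For *ΔlexA*Δ*sidA* the shares were 85% and 95%, with 9 such calls. The simulated libraries were drawn independently around each gene's mean with its fitted dispersion. No simulated library stood apart and no replicate numbers were correlated, so these shares do not cover such features of the real libraries. Totals were 35907081 to 50457119 counts per *ΔrecA* library and 75032784 to 79647295 per *ΔlexA*Δ*sidA* library, of which 7828644 to 9210441 and 16875772 to 17905516 fell in protein-coding genes. With 2 libraries per group, an exact permutation test on a single gene cannot go below p = 0.333, so calls rest on the spread shared over genes. Alternatives were other size factors, filters on low counts, DESeq2 1.42.0, edgeR's exact test, limma on log2(FPKM + 1), fits without the other groups, without ribosomal and transfer RNA or with the replicate number as a term, and each library left out in turn; the closing section gives their effect.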

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

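The tests of explanations for both patterns weighed here, and the thresholds that define the region, were chosen after the results were seen.

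A signal that the paper does not report lies from *ccna_02773* to *ccna_02826*, of which its lists hold *ccna_02782*, *ccna_02783* and *ccna_02784*, where 55 features had counts in *ΔlexA*Δ*sidA* and almost none in *ΔrecA*. Lower depth of the *ΔrecA* libraries is argued against by the genes on both sides, which kept 1450 and 837 counts in the same 6 libraries. Over the 55 features these libraries held 52 counts (95% interval 38.8 to 68.2). From the *ΔlexA*Δ*sidA* level 185434 would follow, of which 52 are 0.0280%. The features were chosen for at most 12 counts each over these libraries, so this share had to be low and is no separate test. A segment absent from the *ΔrecA* strain goes with the edges, since the genes on both sides keep counts (log2FC of 0.69 and 1.08). It also goes with *ccna_02813* and *ccna_02814*. These exceptions have same-length pairs elsewhere, *ccna_00660* with *ccna_00661* and *ccna_02739* with *ccna_02740*, whose reads may be shared. *ccna_02812* and *ccna_02815*, on either side of them, kept 38 and 101 counts with no such pair found. *ccna_02812* (to 2970106) overlaps *ccna_02813* (from 2970103), and *ccna_02815* (from 2971567) starts shortly after *ccna_02814* (to 2971514). Whether their counts come from reads of these neighbours was not tested, so they cannot decide for or against absence. A segment that is present but not transcribed cannot be told apart from an absent one, because 52 counts of RNA say nothing about the DNA, and no DNA reads were analysed. Outside the region, *glnA3* also had no counts in *ΔrecA* and 2253 in *ΔlexA*Δ*sidA*.

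In *ΔrecA* at 40 min, 15 of the 22 higher genes lie outside the paper's list of genes induced in wild type, which is a signal that the paper does not report. That list asks for a log2FC over 1, which a call of higher does not. Of the 15 genes, 8 met the criteria for induction in *ΔrecA*, and the others would miss the list at a like rise in wild type. A response to MMC that wild type shares is consistent with the other 7 of the 22, which are on that list of 64 genes where 0.344 would be there by chance (Fisher's exact test, one-sided, p = 2.31e-08), and says nothing of the 15. Without *ΔrecA* 0 min replicate 1, which stands apart, 17 of the 22 were still called, so that library is not needed for these and its part in the other 5 stays open, while without *ΔrecA* 0 min replicate 2 the count was 279. Time in culture without the drug cannot be told apart from MMC, since 0 libraries of untreated cells at 20 or 40 min were among those analysed here. The wild type list also compares 40 min of MMC with 0 min, so the overlap with it cannot separate MMC from time. Neighbouring genes among the 7, such as *ccna_03211* and *ccna_03212*, are counted as separate in that Fisher's test. Some of the 15 also lie close to genes of the 7: *ccna_02397* to *ccna_02396*, *ccna_02611* to *ccna_02610* and *ccna_03891* to *ccna_01149*. Whether they rise apart from these neighbours was not tested.

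Among the 15 genes were *ccna_03891* (log2FC 1.74, SE 0.28, adjusted p = 0.0463 from edgeR), *ccna_02375* (1.70, SE 0.26), *ccna_01457* (1.48, SE 0.16) and the cold shock gene *cspB* (1.33, SE 0.13). The calls of *ccna_03891* and *ccna_02375* were lost without *ΔrecA* 0 min replicate 1 (log2FC 1.51 and 1.42, adjusted p = 0.208 and 0.112), without *ΔrecA* 40 min replicate 2 (1.33 and 1.56, adjusted p = 0.215 and 0.230) and with limma on FPKM (adjusted p = 0.0903 and 0.0533), and that of *ccna_02375* also without *ΔrecA* 40 min replicate 1 (1.83, adjusted p = 0.128). Among the other 7, *ccna_03212* had the largest log2FC of the 22, 2.05 (SE 0.21, adjusted p = 0.00609).

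At 20 min, a time for which the paper's text reports no *ΔrecA* result, *ccna_00722* (779643 to 779933) was the only gene called higher by edgeR, with a log2FC of 1.55 (SE 0.12, adjusted p = 0.00621) and values above both 0 min libraries in 2 of 2 replicates; 111 genes were higher at an unadjusted p under 0.05. None was lower in edgeR's quasi-likelihood test (74 at an unadjusted p under 0.05, and 0 with DESeq2, edgeR's exact test and limma). The call was lost without *ΔrecA* 20 min replicate 2 (log2FC 1.41, adjusted p = 0.0879), which left 0 genes higher, while 2 were higher without *ΔrecA* 0 min replicate 1, and 207 were higher and 179 lower without *ΔrecA* 0 min replicate 2.

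Of 36 flagellar genes, whose expression the paper does not report, 30 were lower in *ΔlexA*Δ*sidA* than in *ΔrecA*, and 35 when adjusted over the list alone. Their median log2FC was -0.82. The list was called by camera at the preset correlation (adjusted p = 2.03e-10) and by fry (adjusted p = 0.00703), but not by camera with an estimated correlation (adjusted p = 0.217). On the FPKM scale 10 of the 36 were lower, with a median of -0.33 where the median of all genes is 0.44. The flagellins *fljN* (-2.12, SE 0.32) and *fljK* (-2.03, SE 0.28) fell most, and the motor genes *motA* (-1.26, SE 0.12) and *motB* (-1.04, SE 0.12) and *fliL* (-1.26, SE 0.12) were also lower. Both flagellins varied between the 2 *ΔrecA* 0 min libraries, with 97.1 ± 42.5 CPM for *fljN* and 388 ± 151 for *fljK* (SD, n = 2 each).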

How the results depend on the processing

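Of 202 alternative values of the main results, 162 kept their side of the threshold or stayed within 1.5 times, among them every value of the 52 de-repressed LexA-regulated genes, of the early against late fold, of the correlation and of *ccna_01391* and *ccna_02355*. Where a value moved with a tool or a scale, the cause was not tested. With DESeq2, genes higher in *ΔrecA* at 40 min numbered 44 and lower 4, and at 20 min 4 were higher and 2 induced. With limma on FPKM, 13 were higher at 40 min, and in *ΔlexA*Δ*sidA* 2184 were higher and 125 lower, where the scale itself moves the median gene. A fit of only the 2 groups compared, which has fewer residual degrees of freedom, gave 0 higher at 40 min, 0 higher and 0 induced at 20 min, and 343 higher and 352 lower in *ΔlexA*Δ*sidA*. A fit of only the 6 *ΔrecA* libraries, chosen after seeing the data, gave 14 higher at 40 min. The early against late difference in de-repressed level was 1.43 as medians (permutation p = 0.0733). The filter on promoters under 5 FPKM removed none and tests nothing.

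Leaving out 1 library, where the lone library left is assumed to vary like the other groups, also moved the counts. Over these fits, *ΔrecA* at 40 min had 14 to 279 higher, 0 to 234 lower and 13 to 131 induced genes and 2 to 4 of the 58 induced. At 20 min there were 0 to 207 higher, 0 to 179 lower and 1 to 111 induced genes. In *ΔlexA*Δ*sidA*, 210 to 817 were higher and 164 to 895 lower. The upper values all belong to the fit without *ΔrecA* 0 min replicate 2, whose only 0 min library is the one that stands apart, and the lower values in *ΔlexA*Δ*sidA* to the fits without one of its own libraries.

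Gene lists called by camera numbered 4 at 20 min, 9 at 40 min and 13 in *ΔlexA*Δ*sidA*. With an estimated correlation they were 0, 0 and 7, and with fry 1, 1 and 13. Leaving out 1 library gave 4 to 7 lists at 40 min, with 4 without *ΔrecA* 0 min replicate 1 and 5 without either 40 min library. Without *ΔrecA* 0 min replicate 1, the direction of the flagellar list turned at 20 min (adjusted p = 3.54e-07; in the first direction 3.10e-04 without *ΔrecA* 0 min replicate 2; 0.405, also turned, without *ΔrecA* 20 min replicate 2), and so did that of respiration at 20 min (0.0304; 4.82e-04 to 0.289 without the others) and, not called, at 40 min (0.468; down to 1.24e-04 without *ΔrecA* 0 min replicate 2). Without *ΔrecA* 0 min replicate 2 the log2FC of *imuA* at 40 min was -0.19 and without replicate 1 it was 0.77, not called in either fit. Over DESeq2, no filter on low counts, the replicate block and the libraries left out, 352 of 371 alternative values of the genes named in *ΔlexA*Δ*sidA* kept their call, 17 lost it and 2 gained one; at 40 min, 89 of 105 kept it, 8 lost it and 7 gained one. Other scalings are not in these counts. With RLE size factors *ccna_01980* lost its call at 40 min, with limma on FPKM *ccna_01980*, *ccna_02375* and *ccna_03891* did, and in *ΔlexA*Δ*sidA* *ccna_02396*, *ccna_03615*, *ccna_03616* and *rpsK*.

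The paper describes cultures sampled at 0, 20 and 40 min but does not tie the replicate numbers to cultures or days, so the pairing within *ΔrecA* stays open and was only checked. Deviations from the group means correlated at 0.445 between 0 and 20 min, 0.353 between 0 and 40 min, 0.533 between 20 and 40 min and -0.037 between *ΔrecA* 0 min and *ΔlexA*Δ*sidA*. With the replicate number as a block, genes higher at 20 min numbered 2, at 40 min 28, and in *ΔlexA*Δ*sidA* 627 were higher and 727 lower. Of the genes named, the block added the calls of *ccna_00721* at 40 min (adjusted p = 0.0157) and *ccna_03134* in *ΔlexA*Δ*sidA* (0.0361) and lost none. Among the lists at 40 min, camera no longer called the SOS response genes (adjusted p = 0.0633) and those without a LexA-bound promoter (0.0710) and called repair outside the regulon (0.0411).

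Depth does not limit genes at usual levels, with at least 7828644 counts in protein-coding genes per library. The number of libraries limits every test.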

Differences from the paper's values

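The paper's S4 Table gives a log2FC in *ΔrecA* at 40 min for 56 of the genes. Of these, 44 have the same sign here, 54 lie within 0.5 of the paper's value, and the median absolute difference is 0.108. Under the rule for signed values, 18 differ, 12 because the signs are opposite and 6 because the difference is larger than the replicate SD. Signs can differ between values that both lie near 0, as for *lexA* (the paper's 0.044, here -0.073 with SE 0.091), and the replicate SD comes from 2 libraries per group. The only gene of the 56 called higher or lower here was *ccna_01980*, which is not among the 18. Under the alternatives set before the data were examined, the number that differ ran from 12, without *ΔrecA* 40 min replicate 1, to 28, without *ΔrecA* 0 min replicate 2.

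In 7 of the 18 genes no such alternative brought the value within the replicate SD of the paper's with the same sign. These are *ccna_00386* (the paper's 0.46, here 0.30), *bacB* (the paper's -0.47, here -0.034), *ccna_01600* (the paper's 0.31, here 0.14), *ccna_02417* (the paper's -0.076, here 0.26), *lexA* (the paper's 0.044, here -0.073), *dnaE* (the paper's -0.019, here 0.12) and *ccna_03466* (the paper's 0.015, here -0.16).

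In the other 11 genes, the alternatives named bring the value within the replicate SD with the same sign, and the others do not. For *sidA*, the paper's value is 0.91 and the value here 0.29, which no longer differs when *ΔrecA* 40 min replicate 1 is left out. *relE3* has 0.28 in the paper and 0.19 here, and does not differ when *ΔrecA* 0 min replicate 2 or *ΔrecA* 40 min replicate 1 is left out. The values of *ccna_03207* are -0.24 in the paper and -0.063 here, without a difference with limma on FPKM or when *ΔrecA* 0 min replicate 2 or *ΔrecA* 40 min replicate 1 is left out. For *ccna_03208*, the paper's value is -0.22 and the value here 0.066, which no longer differs when *ΔrecA* 0 min replicate 1 or *ΔrecA* 40 min replicate 1 is left out. *ccna_03538* has -0.13 in the paper and 0.028 here, and does not differ with limma on FPKM or when *ΔrecA* 0 min replicate 2 or *ΔrecA* 40 min replicate 1 is left out. The values of *ccna_03118* are -0.099 in the paper and 0.23 here, without a difference when *ΔrecA* 40 min replicate 1 is left out. For *bapE*, the paper's value is 0.20 and the value here -0.072, which no longer differs when *ΔrecA* 0 min replicate 1 or *ΔrecA* 40 min replicate 2 is left out. *ccna_01595* has -0.066 in the paper and 0.048 here, and does not differ with limma on FPKM or when *ΔrecA* 0 min replicate 2 or *ΔrecA* 40 min replicate 1 is left out. The values of *ccna_03131* are -0.067 in the paper and 0.011 here, without a difference with RLE size factors or DESeq2 or limma on FPKM or when *ΔrecA* 0 min replicate 1 or *ΔrecA* 40 min replicate 2 is left out. For *ccna_03633*, the paper's value is -0.099 and the value here 0.26, which no longer differs when *ΔrecA* 0 min replicate 1 is left out. *ccna_02876* has -0.058 in the paper and 0.20 here, and does not differ when *ΔrecA* 0 min replicate 1 is left out.

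The paper's count of 56 genes not induced in *ΔrecA* and its 2 exceptions are the same here. Its R2 of 0.89 is set beside 0.717 here, with *ΔrecA* and not wild type as the reference of *ΔlexA*Δ*sidA*. The sets differ too, since *recA* has a value in the paper's data for this correlation and was left out here. The paper lists *ccna_01980*, *ccna_02610* and *ccna_02396* among the genes de-repressed without *lexA*, with log2FC of 1.03, 1.58 and 1.96 against wild type. Against undamaged *ΔrecA* they had log2FC of -1.68, -1.09 and -0.72, while 52 of 55 genes of the list were higher. The reference differs between these values, so those here do not show a lack of de-repression without *lexA*. The paper states that 9 genes of earlier studies missed its criteria, with no induction by damage or without *lexA*, and that *recN* was de-repressed. Of the 10 genes on its list, *recN* included, 8 were higher in *ΔlexA*Δ*sidA* than in undamaged *ΔrecA*. In this contrast 5 of the 10 passed the cut on log2FC, p and FDR. Induction by MMC in wild type, which the paper also asks for, was not assessed. *ccna_02783* and *ccna_02784*, from the region without *ΔrecA* counts, are among the 8 and among the 5. *ccna_01601* and *ccna_03134* did not pass in edgeR's quasi-likelihood test, and *ccna_03134* did with DESeq2 and with limma on FPKM.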

Other observations

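The test of the hypothesis below on undamaged promoters was set before its result was seen; the single genes named by their values were chosen after.

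Neighbouring genes outside the SOS response were far lower in *ΔlexA*Δ*sidA* than in undamaged *ΔrecA*. *ccna_01093*, *ccna_01092* and *ccna_01091* (1197735 to 1198962) had log2FC of -5.34 (SE 0.26, adjusted p = 6.22e-06 from edgeR), -4.34 and -2.63, and *ccna_03599*, *ccna_03600* and *ccna_03995* (3752732 to 3754890) of -4.94, -2.71 and -2.30. *ccna_03615* (-2.31) and *ccna_03616* (-2.16) were also called, but without *ΔrecA* 0 min replicate 1 they had -1.14 and -1.08 and were not (adjusted p = 0.124 and 0.134). Without either *ΔlexA*Δ*sidA* library they had -2.33 to -2.09 and were not called (adjusted p = 0.209 to 0.225), nor were they with limma on FPKM (0.0568 and 0.0652). Of 15 chemotaxis genes, 9 were lower, also when adjusted over the list alone, with *cheYI* at -1.16 and *cheRI* at -0.91. Camera at the preset correlation called the list (adjusted p = 0.00155), as did fry (5.02e-04), but camera with an estimated correlation did not (0.100). On the FPKM scale 2 of the 15 were lower and 1 higher. Of 34 genes of the cell cycle and division, 12 were lower and 1 higher (15 and 1 adjusted over the list alone). Among the lower ones were the DNA methyltransferase gene *ccrM* (-1.23) and the response regulator gene *divK* (-0.92). This list too was called by camera (adjusted p = 0.00317) and by fry (5.02e-04), but not with an estimated correlation (0.109). On the FPKM scale its median turned to 0.18 with 11 higher and 6 lower. Of 26 ribosomal protein genes, 8 were lower (18 adjusted over the list alone), with *rpsK* at -1.03. The call of *rpsK* was lost without *ΔlexA*Δ*sidA* replicate 1 (log2FC -1.01) and without *ΔlexA*Δ*sidA* replicate 2 (-1.05). Camera at the preset correlation called the ribosomal list (adjusted p = 3.96e-04), but fry (0.0772) and camera with an estimated correlation (0.602) did not. On the FPKM scale none of the 26 passed in limma, and with DESeq2 21 were lower.

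Calls in the other lists of *ΔlexA*Δ*sidA* stand beside 522 higher and 614 lower genes among all 4095 tested. Of 12 genes of heat shock and proteolysis, *ibpA* (1.23, SE 0.14) and *clpB* (0.57, SE 0.10) were higher and *clpX* (-0.91, SE 0.15) and *clpP* (-0.33, SE 0.10) lower; the calls of *clpX* (adjusted p = 0.0654 and 0.0528) and *clpB* (0.0588 without replicate 1) were lost without a *ΔlexA*Δ*sidA* library. Of 11 repair genes outside the regulon 4 were higher, among them *alkB* (0.68) and *mutL* (0.52), and 1 lower; both named calls were lost without a *ΔlexA*Δ*sidA* library (adjusted p = 0.0511 to 0.101). Of 11 genes of sigma factors and general stress 1 was higher and 1 lower (0 and 0 adjusted over the list alone), and of 4 genes of oxidative stress *oxyR* (0.39, adjusted p = 0.0350) was higher and *ahpC* (adjusted p = 8.10e-04) lower. Of 31 genes of respiration 5 were lower (3 adjusted over the list alone), and of 57 ribosomal and transfer RNA genes 5 were higher and 3 lower (0 and 1 adjusted over the list alone). Adjusted p-values with an estimated correlation were 0.874 for heat shock, 0.669 for repair, 0.932 for sigma factors, 0.602 for respiration and 0.874 for ribosomal and transfer RNA. At the preset correlation, camera called only respiration of these (adjusted p = 0.0269), and fry called respiration (0.0463) and repair (0.0167). Of the 6 genes that wild type induces without LexA control, 3 were higher and 1 lower in *ΔlexA*Δ*sidA* (adjusted p = 0.171 with an estimated correlation). One of the 3, *ccna_02782*, lies in the region without *ΔrecA* counts, and without it 2 of 5 were higher and 1 lower, with the median going from 0.54 to 0.18. None of 7 replication genes passed in edgeR (0 higher and 1 lower at an unadjusted p under 0.05) or DESeq2, while 6 were higher on the FPKM scale. On the FPKM scale the medians of respiration, heat shock and oxidative stress turned to 0.15, 0.40 and 0.31.

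In *ΔrecA*, the study's 6 genes that wild type induces without LexA control included 4 that were higher at 40 min, and 5 when adjusted over the list alone (adjusted p = 0.0624 with an estimated correlation): *ccna_03212*, *ccna_00722* (1.73, SE 0.12), *ccna_01149* (1.47, SE 0.16) and *ccna_03211* (1.38, SE 0.15). *ccna_00721* had 1.59 (SE 0.26, adjusted p = 0.0542) and was called with DESeq2, without ribosomal and transfer RNA genes (adjusted p = 0.0453) and without either 0 min library (adjusted p = 0.00104 without replicate 1 and 9.01e-04 without replicate 2), and *ccna_02782*, in the region without *ΔrecA* counts, had none at 40 min. The call of *ccna_01149* was lost without *ΔrecA* 40 min replicate 2 (adjusted p = 0.0614). Tested directly, no gene differed between 40 and 20 min in edgeR's quasi-likelihood test, with 109 higher and 77 lower at an unadjusted p under 0.05; other tools were not run on that contrast. At 40 min, ribosomal protein genes had a median log2FC of -0.47 (camera, adjusted p = 5.25e-07, and adjusted p = 0.359 with an estimated correlation) and ribosomal and transfer RNA genes of 0.51 (2.96e-10, and 0.359 with an estimated correlation). Flagellar genes had a median of -0.21 (2.39e-05 and 0.359), chemotaxis genes of -0.15 (0.0115 and 0.336), genes of respiration of -0.13 (0.0422 and 0.540) and early SOS promoters of 0.22 (0.0106 and 0.299). The SOS response genes and the LexA-regulated genes without a LexA-bound promoter each had a median of 0.13 (0.0477 and 0.336), and both calls were lost without *ΔrecA* 0 min replicate 1 (0.587 and 0.468), without *ΔrecA* 40 min replicate 1 (0.117 for each) and without *ΔrecA* 40 min replicate 2 (0.0999 and 0.0521), and the latter also without *ΔrecA* 0 min replicate 2 (0.0757). Of these camera calls, that of ribosomal and transfer RNA held without any 1 library. Without *ΔrecA* 0 min replicate 1 those of ribosomal proteins (0.766), flagellar genes (0.766), respiration (0.468) and early promoters (0.0637) were lost, and without *ΔrecA* 0 min replicate 2 those of chemotaxis (0.350) and early promoters (0.0556). Without *ΔrecA* 40 min replicate 1 those of respiration (0.127) and early promoters (0.0647) were lost, and without *ΔrecA* 40 min replicate 2 those of respiration (0.0521) and chemotaxis (0.0651). No list at 20 or 40 min was called with an estimated correlation.

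In undamaged *ΔrecA*, early and late promoters stood at 3.76 ± 1.31 (SD, 16 promoters) and 3.89 ± 1.41 (SD, 14 promoters) on the log2(FPKM + 1) scale, a difference of -0.12 with p = 0.807 in a permutation test (adjusted p = 0.807). A hypothesis was that RecA raises early promoters before damage, so that the log2 ratio of the paper's wild type level to the *ΔrecA* level would be higher at early promoters. The ratio was 0.924 ± 0.837 at 16 early and 0.561 ± 0.674 at 14 late promoters, and the difference of 0.363 gave p = 0.215 in a permutation test (0.153 without *ΔrecA* 0 min replicate 1 and 0.382 without *ΔrecA* 0 min replicate 2). The difference ran in the predicted direction and did not pass. All 16 early promoters lay above the median of the late ones (15 without *ΔrecA* 0 min replicate 1 and 12 without *ΔrecA* 0 min replicate 2), a count that was not tested. A p of 0.05 or more had been set beforehand to count against the hypothesis, but that bound was wrong, since a p that misses the threshold with 16 and 14 promoters cannot show that they do not differ, and the hypothesis is left undecided. A difference of scale between the series, which would shift both sets alike, is left open by the same difference of 0.363. *imuA* stood out, at 12.2 in the paper's undamaged wild type and 1.18 and 0.590 FPKM in *ΔrecA*. Its log2 ratio of 3.79 was the largest in either set. That ratio rests on low *ΔrecA* values and raises the early mean, and the difference was not tested without *imuA*.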
